# Inference of Low and High-Grade Glioma Gene Regulatory Networks Delineates the Role of Rnd3 in Establishing Multiple Hallmarks of Cancer

**DOI:** 10.1371/journal.pgen.1005325

**Published:** 2015-07-01

**Authors:** Kim Clarke, Thomas Daubon, Nil Turan, Fabienne Soulet, Maihafizah Mohd Zahari, Katie R. Ryan, Sarah Durant, Shan He, John Herbert, John Ankers, John K. Heath, Rolf Bjerkvig, Roy Bicknell, Neil A. Hotchin, Andreas Bikfalvi, Francesco Falciani

## Abstract

Gliomas are a highly heterogeneous group of brain tumours that are refractory to treatment, highly invasive and pro-angiogenic. Glioblastoma patients have an average survival time of less than 15 months. Understanding the molecular basis of different grades of glioma, from well differentiated, low-grade tumours to high-grade tumours, is a key step in defining new therapeutic targets. Here we use a data-driven approach to learn the structure of gene regulatory networks from observational data and use the resulting models to formulate hypothesis on the molecular determinants of glioma stage. Remarkably, integration of available knowledge with functional genomics datasets representing clinical and pre-clinical studies reveals important properties within the regulatory circuits controlling low and high-grade glioma. Our analyses first show that low and high-grade gliomas are characterised by a switch in activity of two subsets of Rho GTPases. The first one is involved in maintaining normal glial cell function, while the second is linked to the establishment of multiple hallmarks of cancer. Next, the development and application of a novel data integration methodology reveals novel functions of RND3 in controlling glioma cell migration, invasion, proliferation, angiogenesis and clinical outcome.

## Author Summary

Gliomas are aggressive brain tumours that are invasive, heterogeneous, refractory to treatment and show poor survival rates. Surgical resection and chemotherapy can increase patient survival but ultimately the disease is fatal. Multiple grades of glioma exist, with lower grades associated to better prognosis. While the majority of high-grade gliomas occur *de novo*, it is common that low-grade gliomas progress to the more aggressive form known as glioblastoma. In this article, we have shown that by combining advanced network biology approaches with the right experimental models, we are able to reveal novel regulatory circuits controlling multiple hallmarks of glioma. Through analysis of multiple network models representing protein-protein interaction or gene co-expression data we have revealed a switch in the role of regulatory Rho GTPases between low and high-grade gliomas. Amongst these, we show that RND3 is up-regulated in glioblastomas and is a key regulator of tumour proliferation, migration and invasion. We confirm that expression and genomic copy number of RND3 are predictive of clinical outcome, suggesting that changes in the activity of this particular Rho GTPase could be an early event associated to transformation and tumour expansion.

## Introduction

Gliomas are brain tumours originating from the glial cells and neural stem cells that surround and support neurons [1]. They are classified on the basis of their clinical and histopathological characteristics in four grades with progressively more severe features. Grade I and II gliomas (astrocytomas, oligodendrogliomas and oligoastrocytomas) are considered relatively benign, well-differentiated tumours and have 5 year survival rates of 59.9% [2]. Amongst patients diagnosed with low-grade gliomas, approximately 70% progress to grade IV glioblastoma multiforme (GBM) within 5–10 years of diagnosis [3]. *De novo* GBM constitute the majority of grade IV glioma and are powerful inducers of angiogenesis, highly proliferative and invasive. They are largely resistant to treatment and have poor prognosis with two years survival rates as low as 3.3% [4].

A number of studies have identified key genomic alterations in GBM able to induce transformation in non-tumorigenic cells such as mutations within EGFR [5] [6] and PDGFRA [7]. A molecular classification for GBM has been proposed subdividing the tumours based on their molecular profile into 4 groups. This includes the classical type (EGFR amplification, CDKN2A deletion), proneural type (PDGFRA amplification, PTEN deletion), the mesenchymal (NF1 deletion) and the neural type [8]. However, angiogenic and invasive phenotypes are observed across the different groups, making this classification unsatisfactory. For example, EGFR amplification reminiscent of the classical type has been shown to drive invasive growth [9]. Amplification and overexpression of EGFR leads to activation of Ras GTPase and Akt signalling pathways controlling cell growth, differentiation and survival of tumour cells [10] [11].

The complexity of the factors involved in the biology of gliomas makes it difficult to develop a comprehensive model underlying GBM progression. Here we address this important challenge by integrating functional genomics datasets representing existing knowledge, clinical studies and *in vivo* and *in vitro* glioma models.

We first show that network modules derived from a comprehensive integration of protein interaction databases and defined by a high density of genes differentially expressed between low and high-grade gliomas are consistent with the hypothesis that Rho GTPases may be part of a key regulatory mechanism controlling hallmarks of high-grade glioma. A key feature of GBM is invasion of tumour cells into the surrounding brain tissue and members of the Rho GTPase family known to control actin cytoskeleton dynamics and cell migration have been implicated in the survival and invasion of tumour cells [12] [13], [14]. In addition, RhoA expression correlates to tumour grade in astrocytomas [15]. We reconstruct stage specific gene co-expression networks and analyse the connectivity profile of Rho GTPases. This reveals that regulatory Rho GTPases separates in two groups, one active in low and the other in high-grade gliomas. The functional profile of the putative targets of these two sub-sets predicts the functional differences observed between low and high-grade glioma.

Further characterisation of a high-grade glioma transcriptional network highlights a pivotal role of the Rho GTPase RND3 (also known as RhoE, Entrez: 390) in controlling tumour proliferation, migration and invasion. Ultimately, the clinical relevance of this regulatory network is proving that copy number variation in the RND3 gene is predictive of clinical outcome.

## Results

### Overview of the analysis and validation strategy

Our study is based on a complex data analysis workflow which includes several complementary reverse engineering techniques to address the important challenge of generating and validating hypotheses outlining the main factors underlying the control and maintenance of glioma stage. The strategy we followed, which is summarised in Fig 1, is based on several cycles of data acquisition, computational analysis, hypothesis generation and experimental validation.

**Fig 1:**
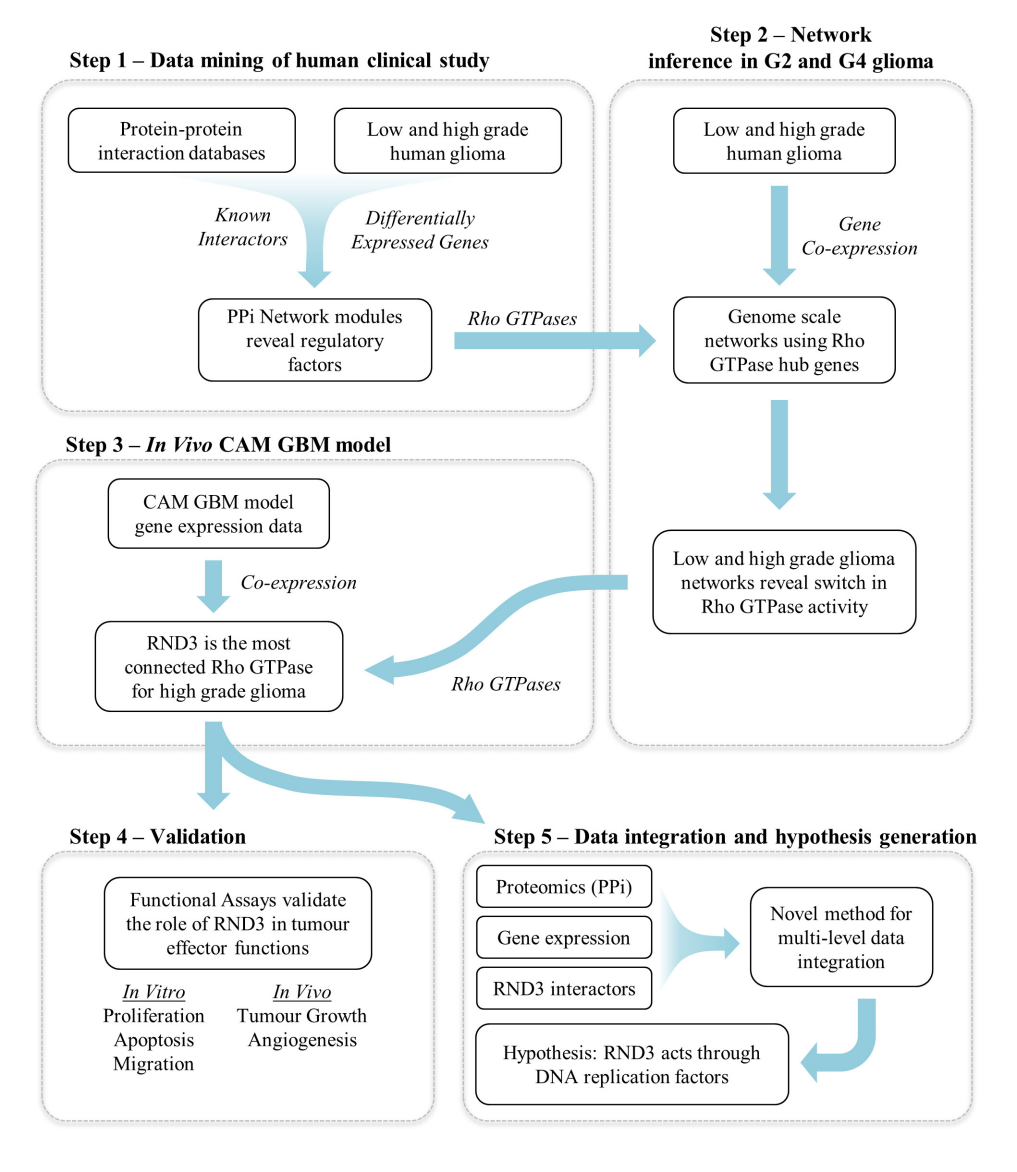
Overview of the analysis and validation strategy.

The workflow consisted of five distinct but interconnected steps.

Step 1- Integration of protein-protein interaction networks with gene expression data derived from a human clinical study: This represents low and high-grade gliomas and were used to modularise a large network of known human protein-protein interactions (PPi). The analysis of these modules identified a unique sub-network of regulatory factors, which represented a number of Rho GTPases.

Step 2- Revealing the linkage between subsets of Rho GTPases and glioma grade: Genome scale gene expression data were used to construct co-expression networks centred on the regulatory Rho GTPases identified in step 1. This revealed a switch in activity of Rho GTPases between grade II and grade IV glioma.

Step 3- Reverse engineering of regulatory networks from an *in vivo* model:

We used the experimental glioma model in the chick chorioallantoic membrane [16] which revealed regulation of Rho GTPases in the angiogenic and invasive phase of glioma development. Network analysis revealed RND3 as the most connected factor for high-grade glioma.

Step 4- Validation step: The predictions from the network analysis were validated through functional assays (apoptosis, proliferation, migration and angiogenesis *in vitro* and *in vivo*).

Step 5- Development of data integration strategy: We developed a novel, multi-level data integration pipeline in order to shed light on the possible mechanisms of RND3 control of tumour function. This revealed a link between RND3 and DNA replication factors such as MCM3, which we validate *in vitro*.

### Modularization of the human proteome identifies a cluster of GTPases with potential regulatory activity in high-grade glioma

In order to gain insight in the mechanisms underlying the pathophysiology of human glioma, we first developed an interaction network representing genes differentially expressed between grade II astrocytoma and grade IV glioblastoma. We then applied a modularization procedure to identify sub-networks of highly interconnected proteins, thus capturing important biological networks potentially representative of the differences between low and high-grade glioma.

The procedure identified four main modules, with a highly statistically significant functional enrichment profile (Fig 2). The entire list of significantly enriched Gene Ontology terms can be found in S1 Dataset. Interestingly, the three largest modules (**M**_**2-4**_) mainly comprised genes up regulated in grade IV gliomas and were enriched in typical effector functions in cancer. More precisely, the largest of the effector modules (**M**_**2**_) was enriched in genes linked to *apoptosis*, *blood vessel development* and *inflammatory response* and included the oncogenes JUN, FOS and BCL3 (for reviews of known oncogenes see [17], [18]). The second largest module (**M**_**3**_) included genes involved in *cell adhesion*, *extracellular matrix*, *blood vessel development*, *adherens junctions* and *integrin complex* and also included the oncogenes ERBB2, MET and EGF1. Effector module **M**_**4**_ was predominantly enriched with proliferation related functions such as *cell cycle*, *DNA repair* and *DNA replication* and the oncogenes MDM2, CDK6, FOXM1 and BIRC5. We noticed that the smallest module (**M**_**1**_) comprised mainly proteins linked to GTPase signalling (41/54), suggesting that this class of proteins may represent more important regulators of tumour effector functions than previously anticipated. By examining the functional enrichment profile of this cluster we discovered that the only enriched family of GTPases was the Rho family with 5 members (CDC42, RHOJ, RAC2, RHOC, and RND3) (False Discovery Rate < 1.93^−6^). This observation is consistent with the pro-tumour function of CDC42, RHOG, RAC1 and RHOA in glioma [14] [13] [19] [20] [15] [21] [22]. However, our model suggests a broader role of GTPases in glioma than previously thought. We therefore tested this hypothesis by inferring the structure of grade II (Fig 3A) and grade IV (Fig 3B) glioma transcriptional networks in the neighbourhood of all Rho GTPases.

**Fig 2:**
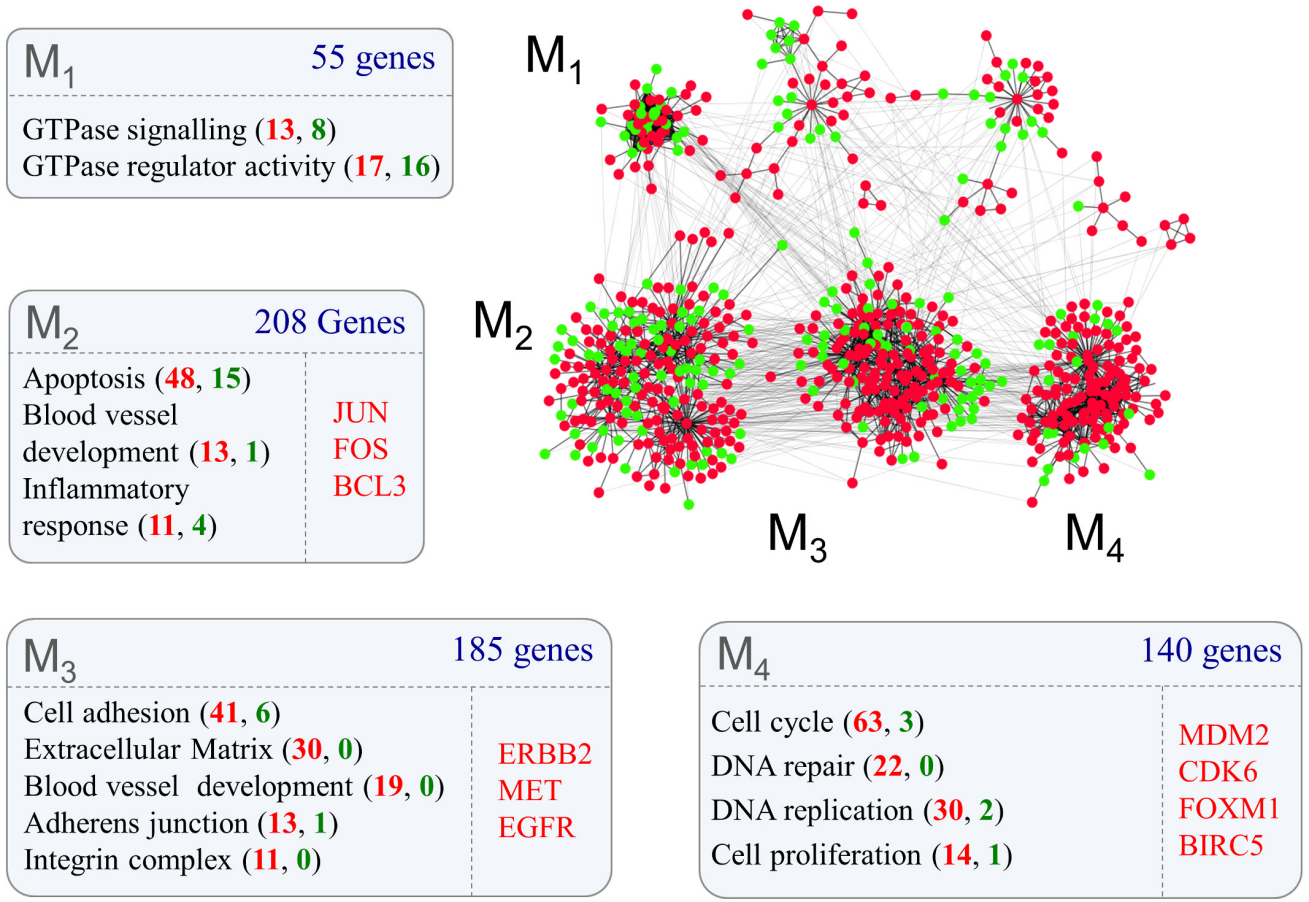
Protein-protein interaction networks representing glioma grade transition reveal functionally distinct modules. Proteins for which mRNA abundance is higher (red nodes) or lower (green nodes) in grade IV glioma form highly interconnected modules (network modules M_1_-M_4_) defined by known protein-protein interactions. Gene ontology analysis of each module (box M_1_-M_4_) reveal functional terms enriched within clusters (false discovery rate < 10%). The number of genes mapped to each Gene Ontology term is shown in brackets and are coloured red if they are up or green if they are down-regulated in grade IV glioma. Individually listed genes are known cancer oncogenes within each cluster, of which all were up-regulated in grade IV glioma.

**Fig 3:**
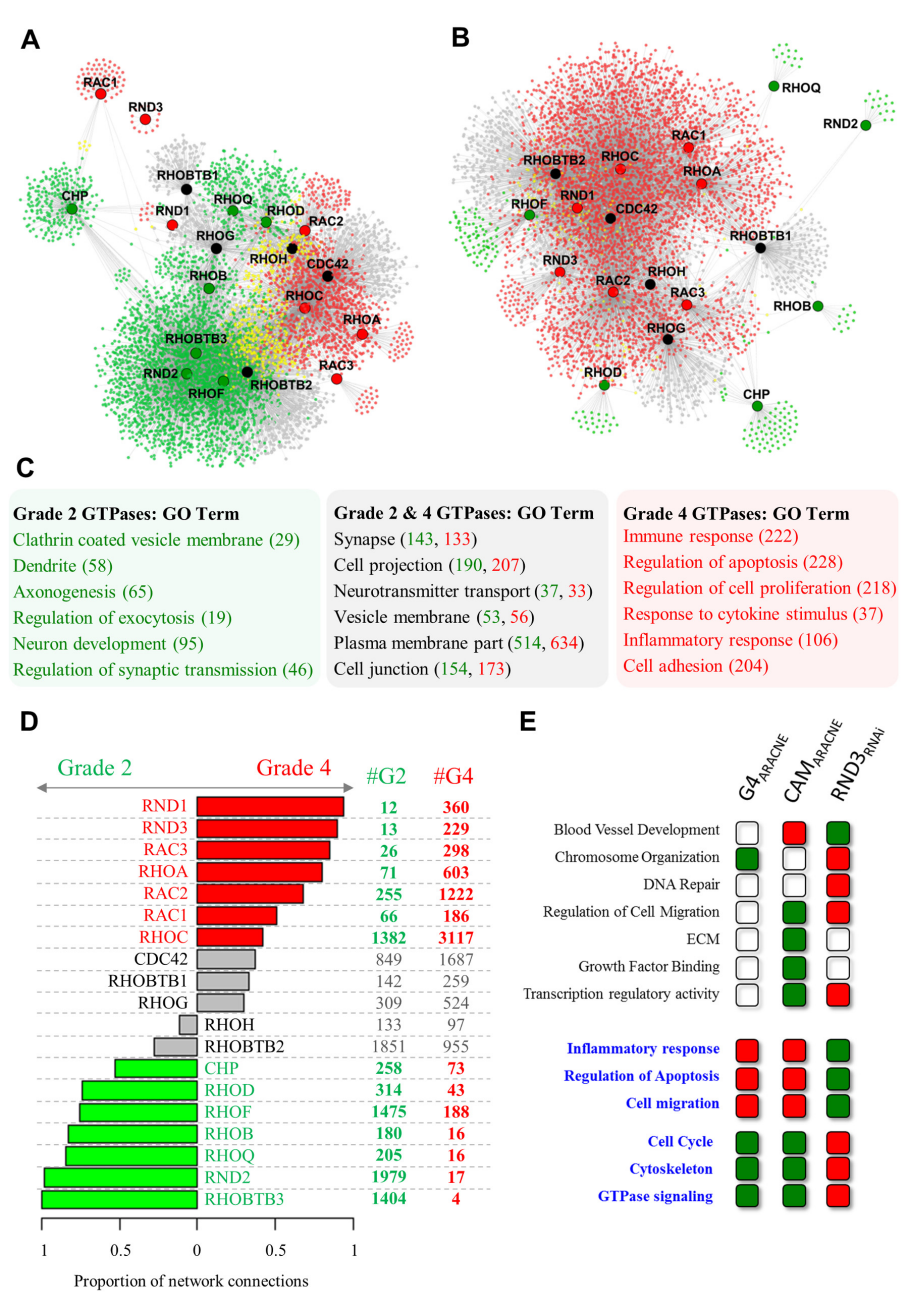
Transcriptional networks reveal two groups of Rho GTPases with divergent connectivity in grade II and grade IV glioma. **A, B.** Transcriptional co-expression networks representing the neighbourhood of Rho GTPases in (**A**) grade II (5973 genes) and (**B**) grade IV (5621 genes) glioma. **C.** Gene Ontology terms enriched within genes connected to grade II specific Rho GTPases or grade IV specific Rho GTPases (determined by connectivity, shown in panel D). False discovery rate < 10%, number of genes indicated in brackets (grade II: green, grade IV: red). **D.** Two distinct subsets of Rho GTPases show a significantly higher number of connections in either grade II (green) or grade IV (red) glioma. Differences in connectivity were expressed as the proportion of grade II to grade IV connections. Rho GTPases with an absolute difference between tumour grades > 0.4 were considered grade specific. **E.** Transcriptional profiling of U87 siRND3 cells induces a functional profile consistent with the network analysis in primary and CAM implanted tumours. Each Gene Ontology term represents genes within that category which are linked to RND3 (connected to RND3 in the grade IV glioma network and/or connected to RND3 in the CAM ARACNE network and/or differentially expressed in U87 siRND3 cells). These genes are either positively (red boxes) or negatively (green boxes) correlated with expression of RND3 or up-regulated (red boxes) or down-regulated (green boxes) in U87 siRND3 cells. Gene Ontology terms matched to all 3 experiments are highlighted in blue. Genes in networks (**A**) and (**B**) are coloured according to whether they are connected to Rho GTPases with grade specific connectivity in grade IV glioma (red nodes), grade II glioma (green nodes), or both grade II and grade IV (yellow nodes). Rho GTPases in networks (**A**) and (**B**) are coloured according to the grade specific connectivity shown in panel D (red: grade IV, green: grade II, black: non-specific).

### Reverse engineering grade II and grade IV glioma transcriptional networks identifies two functionally distinct subsets of GTPases of the Rho family

We discovered that genes encoding for Rho GTPases were separated in two groups when characterized by tumour grade-specific connectivity profiles (Fig 3D). Seven Rho GTPases (RND1, RND3, RAC3, RHOA, RAC2, RAC1 and RHOC) showed a significantly greater connectivity in grade IV glioma and seven (CHP, RHOD, RHOF, RHOB, RHOQ, RND2, RHOBTB3) showed greater connectivity in grade II glioma. In order to validate this differential connectivity we used expression data from grade II and grade IV glioma within the Cancer Genome Atlas database. 16 Rho GTPases could be matched between the original data and TCGA grade II and grade IV datasets, of which 13 (81%) showed the same trend as the original analysis (S2 Dataset).

Remarkably, Rho GTPases with a higher number of connections in grade IV tumours were correlated to genes in the grade IV networks with a functional profile that included many of the effector functions associated with high-grade glioma (*immune response*, *regulation of apoptosis*, *regulation of cell proliferation*, *response to cytokine stimulus*, *inflammatory response*, *cell adhesion)* (Fig 3C). On the other hand, in the grade II networks targets of Rho GTPases with a higher proportion of connections in grade II glioma showed a functional profile consistent with glial cells (putative target genes for this group of regulators were enriched with *clathrin coated vesicle membrane*, *dendrite*, *axonegensis*, *regulation of exocytosis*, *neuron development and regulation of synaptic transmission* functional terms) (Fig 3C). The full list of Gene Ontology terms from the analysis of the grade II and grade IV networks can be found in S3 Dataset. The functional profiles of the targets of the two groups of Rho GTPases also contained a subset of similar functional terms such as *synapse*, *cell projection*, *neurotransmitter transport*, *vesicle membrane*, *cell junction*. This suggests that in grade IV gliomas the link between Rho GTPases and normal glial function is only partially interrupted.

Interestingly, we found that although most (15/19) of the Rho GTPases were differentially expressed between grade II and grade IV gliomas, there was not a clear trend in the direction of change (S2 Fig). Additionally, none of the Rho GTPases were differentially expressed between grade II and grade III gliomas (S2 Fig). Overall, this supports the hypothesis that distinct subsets of Rho GTPases are potentially important players in grade IV gliomas.

### An *in vivo* model of glioma development validates the predictions of the inferred networks and identifies RND3 as a key regulatory molecule

In order to validate the networks developed from the clinical study, we implanted a grade IV glioma derived cell line (U87MG) in the chicken egg chorioallantoic membrane (CAM) and followed the transcriptional profile of tumour cells for the first 5 days post implantation with 10 equally spaced time points. In this well established *in vivo* model, tumours implanted on the CAM form avascular, solid tumours which stimulate angiogenesis and become vascularised within 48 hours [16].

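U87MG is an established human glioblastoma cell line, and the CAM is the vascular membrane of the chicken egg on which the cells were deposited. Human transcripts were measured on 1-colour oligonucleotide arrays carrying 41000 probes on 43376 spots, control spots excluded. A set of 29 arrays held tumours from the 10 time points, with 3 arrays per time point except 72 hours, which had 2. A further 3 arrays held U87 cells in culture, and 1 array carried a label of developmental day 16, beyond the last time point. The sample labels give the developmental day with morning or evening, and these were taken in order as steps of 12 hours after implantation. The authors read the arrays with Feature Extraction software, and the deposited processed signal is an intensity from which the scanner software had subtracted the background, without normalisation between arrays. The signal differed between arrays before normalisation. The 75th percentile of the processed signal had a median of 206 over the 9 tumour arrays of 12 to 36 hours (range 115 to 533), of 617 over the 20 tumour arrays of 48 to 120 hours (range 240 to 1570) and of 919 over the culture arrays (range 723 to 1030). The mean difference between the later and the earlier tumour arrays was 1.45 on the log2 scale (two-sided exact permutation test over 10015005 splits, p = 1.6e-05). The median share of spots well above background was lowest at 24 hours, at 60.6%, and highest at 120 hours, at 74.6%. Control spots and spots marked as outliers were left out, log2 values of the 33 human arrays were quantile normalised, which is the normalisation the methods name, and spots of the same probe were averaged. Probes well above background on at least 2 arrays of at least 1 group were tested. The methods describe the removal of probes that bind both human and chicken RNA, and this step was not repeated because the probe lists are not used here. The files do not pair the human probes with gene names, so counts are of distinct transcript identifiers.

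**Figure D1:**
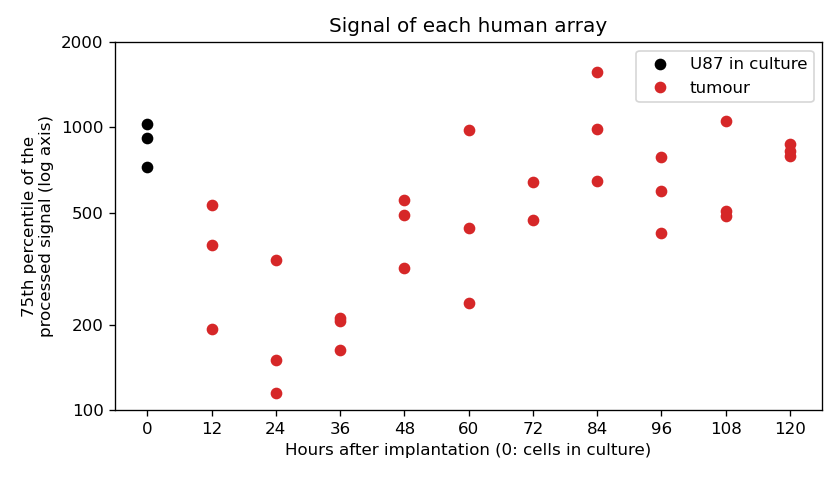
The 75th percentile of the processed signal of each human array (vertical log axis) against hours after implantation (horizontal axis). Each point is an array, with U87 cells in culture at 0 hours in black and tumours in red, and the tumour arrays of 12 to 36 hours lie between 115 and 533.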

We found 2,999 unique genes differentially expressed during 5 days of tumour growth. 

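Of 24849 transcript identifiers tested on 31440 probes, 586 (on 624 probes) were differentially expressed across the time points, with an adjusted p under 0.001 from limma's moderated F test with Benjamini-Hochberg adjustment and a range of time-point means of at least 1 on the log2 scale. This test stood in for BETR, the method the paper names, which was not run. Of these identifiers, 438 were higher and 148 lower in the later tumours (48 to 120 hours) than in the earlier ones, against 282 and 268 of 550 when each array was scaled to its 75th percentile in place of quantile normalisation. The range of time-point means had a median of 2.73 and a maximum of 9.44 on the log2 scale. By ratio, the slide as a block moved the count most among the alternatives, to 24, and by number an adjusted p under 0.05 did, to 6120. Leaving out 1 array gave between 327 identifiers, without replicate 3 of 12 hours, and 999, without replicate 3 of 24 hours. A simulation drew independent noise with 1 spread per probe and changed 200 probes. It recovered 65% of those changed by 2 on the log2 scale, and 1.5% of those changed by 1. On the real tumour arrays the median SD within a time point ran from 0.271 at 96 hours to 0.611 at 24 hours. The simulated shares need not hold for these arrays.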

We used these genes to build a high level map representing the dynamics of transcriptional changes in the developing tumour. A gene clustering procedure identified 14 distinct clusters which were stratified according to their expression profiles (S3 Fig) (for gene lists of each cluster and the Gene Ontology analysis see S4 Dataset). 

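Clusters were not formed again. Each of the probes called across the time course was instead placed by the time at which its mean level had moved by 50% of its range, with linear interpolation between time points, a measure taken from the paper's methods and applied per probe after the data had been examined. The probes were called on the tumour arrays alone, so those that changed only between culture and 12 hours are left out. The shares below hold for the called probes and do not measure the whole response up to 12 hours. Counted from the level in culture, 235 probes (37.7%) passed this point by 12 hours, of which 94 rose and 141 fell. A further 67 passed it between 12 and 24 hours (43 rising and 24 falling), 74 between 24 and 36 hours (45 rising and 29 falling), 74 between 36 and 48 hours (71 rising and 3 falling) and 174 after 48 hours (151 rising and 23 falling). Counted from the 12-hour level, 35 probes passed it by 24 hours, 68 between 24 and 36 hours, 151 between 36 and 48 hours and 370 (59.3%) later. For the 471 probes higher at 48 to 120 hours, the median level relative to 12 hours was 0.68 in culture, 0.28 at 36 hours, 1.12 at 48 hours and 2.16 at 120 hours on the log2 scale. For the 153 lower probes it was -1.84 in culture, 0.34 at 36 hours, -0.47 at 48 hours and -1.63 at 120 hours. Both groups were defined by the difference between 12 to 36 and 48 to 120 hours, so the grouping itself makes them part. The level in culture was not used for it. From the time at which each cluster passed this point, the paper sorts the clusters into rapid, intermediate and delayed responders to implantation (S3 Fig).

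**Figure D2:**
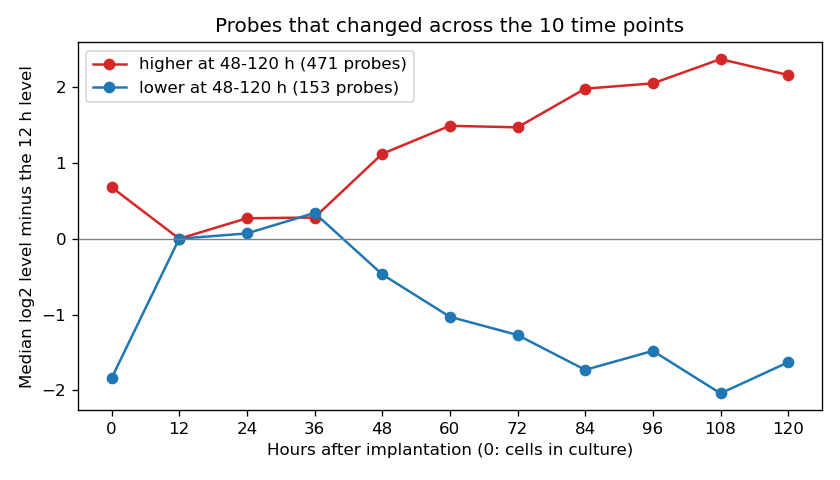
Median log2 level relative to 12 hours (vertical axis) of the probes differentially expressed across the time points, against hours after implantation (horizontal axis), with U87 cells in culture at 0 hours. The 471 probes higher at 48 to 120 hours are in red and the 153 lower ones in blue, and the lines stand at 0.68 and -1.84 in culture, lie between 0 and 0.34 from 12 to 36 hours and part after that. The probes were grouped by the difference between these periods, so the grouping itself makes the lines part.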

Functional profiling of the early transcriptional response post-implantation (up to 12hrs) revealed an increase in expression of *extracellular matrix components*. 

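The change up to 12 hours was measured between the 3 arrays of U87 cells in culture and the 3 tumour arrays of 12 hours, in a fit over culture and tumour arrays with 21 residual degrees of freedom and a median residual SD of 0.459 on the log2 scale. At an adjusted p under 0.05 (limma's moderated test with Benjamini-Hochberg adjustment), 9945 of 25013 transcript identifiers differed. Of these, 4543 were higher and 5522 lower at 12 hours, with some identifiers counted in both because their probes disagreed, and the balance turned to 7711 higher and 4365 lower under 75th-percentile scaling. That scaling moved the median change of all probes from -0.07 to 0.25. With the slide as a block the count was 2420. Among the 4847 probes higher at 12 hours, 507 were not well above background on any culture array. Genes of the extracellular matrix were not singled out, because the files do not pair the identifiers with names.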

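Between 12 and 24 hours, 34 transcript identifiers were differentially expressed at an adjusted p under 0.05 (limma with Benjamini-Hochberg adjustment, 3 arrays against 3), 28 of them higher and 6 lower at 24 hours. The direction and the number depended on single arrays. Without replicate 1 of 12 hours 3 identifiers were called, all higher, without replicate 1 of 24 hours 2462 were called (1289 higher and 1179 lower), and without replicate 3 of 24 hours 464 were called (178 higher and 286 lower). With normexp background correction the 3 identifiers called were lower at 24 hours. Of 10 splits of the 6 arrays into 3 and 3, 4 called as many as 34, the real one included. Chance is therefore not excluded for this count. Which functions these transcripts have could not be read from the files, which hold no gene names.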

The intermediate transcriptional response (13 to 24hrs) was characterised by a wave of transcriptional repression related to the *inflammatory response*, *regulation of apoptosis*, *lipid biosynthetic process* and *lysosomes* functions. These included the extracellular matrix remodelling genes, BMP2 and BMP6, chemokine signalling genes CCR1 and CCL20 and the inflammatory cytokine IL1A (S3 Fig). 

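Between 36 and 48 hours, 54 transcript identifiers were differentially expressed at an adjusted p under 0.05 (limma with Benjamini-Hochberg adjustment, 3 arrays against 3), 46 of them higher and 8 lower at 48 hours. Under 75th-percentile scaling 1 was higher and 1 lower. Of 10 splits of the 6 arrays into 3 and 3, 4 called as many as 54, the real one included. Chance is therefore not excluded for this count. The count was 1347 (884 higher and 464 lower) without replicate 3 of 36 hours, while without replicate 3 of 48 hours it was 0 in limma, where 2868 identifiers had an unadjusted p under 0.05. In simulated data, a change of 1 on the log2 scale between these time points was recovered for 9.5% of the changed probes, and a change of 2 for 63%. That simulation used independent noise with 1 spread per probe, so these shares need not hold for the real arrays. A comparison of all tumour arrays of 48 to 120 hours (n = 20) with those of 12 to 36 hours (n = 9) called 13165 identifiers, 7566 higher and 5879 lower in the later tumours under quantile normalisation, and 5603 higher and 8511 lower under 75th-percentile scaling. At least 1 on the log2 scale separated 4299 of them, 2135 higher and 2181 lower. The slide as a block lowered the 13165 to 3891, and the raw 75th percentile of each array as a covariate, which was chosen after the data had been examined, to 1181. With this covariate the count between 36 and 48 hours was 0 in limma, where 3031 identifiers had an unadjusted p under 0.05. Probe A_24_P766716 rose by 5.68 on the log2 scale (standard error 0.39, adjusted p = 3.6e-10 in limma with Benjamini-Hochberg adjustment) and was well above background on 7 of the 9 earlier and 20 of the 20 later arrays. Probe A_23_P142533 rose by 5.62 (standard error 0.35, adjusted p = 7.38e-11 from the same limma fit) and was well above background on 2 of the 9 earlier and 20 of the 20 later arrays, so its earlier mean rests mostly on values near background. Probe A_23_P104188 fell by 3.8 (standard error 0.57, adjusted p = 1.85e-05 from the same limma fit) and was well above background on 8 of the 9 earlier and 5 of the 20 later arrays, so its later mean rests mostly on values near background. Probe A_23_P373017 fell by 3.53 (standard error 0.59, adjusted p = 5.49e-05 from the same limma fit) and was well above background on every array of both periods. In the order given, the mean log2 levels of these 4 probes in culture were 3.17, 1.3, 2.09 and 10.12. Probes that bind chicken RNA were not removed, so chicken RNA is not excluded as a source of the 2 rises. These probes carry transcript identifiers and no gene names, and the genes behind them were not looked up.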

Consistent with the development of a fully vascularized tumour at 48 hours post-implantation we saw a dramatic increase in the expression of genes related to the *cell cycle*, *cell adhesion*, *blood vessel development*, and *cell migration* in the time window between 37 and 48 hours.

Four Rho GTPases were up-regulated in this time window. Two of these (RHOC and RND3) were among the Rho GTPases with a strong grade IV specific connectivity profile in multiple datasets (Fig 3D) and the remaining two (RHOBTB1 and RHOBTB2) were non-specific. Since GTPases and their potential transcriptional targets were all modulated at this specific time window we hypothesized that if a cause and effect relationship exists it should be within the time frame and resolution of our sampling (12 hours).

We therefore reverse engineered a static ARACNE mutual information network representing the neighbourhood of RND3, RHOC, RHOBTB1 and RHOBTB2 during the tumour implantation time course (S4A Fig). Remarkably, we found that the resulting network shared many properties with the grade IV network derived from the clinical study (Fig 3). First of all, the GTPases which we predicted to be grade IV specific had a markedly larger number of connections. Secondly, we discovered that RND3 was the most connected gene (S4B Fig) at a high level of stringency (p < 10^−8^). Furthermore, we could verify a high degree of functional overlap between genes connected to RND3 in the static CAM network and the grade IV network inferred from the clinical samples (Fig 3E; S1 Table), making this gene an ideal candidate for further analysis.

We then sought to experimentally define the transcriptional response linked to RND3 and compare this with its predicted targets in the inferred grade IV networks. We therefore used RNA interference to knock-down expression of RND3 by siRNA in U87 cells (siRND3) *in vitro* and performed an expression profiling analysis. Differential expression analysis revealed 2,606 genes up-regulated and 2,099 genes down-regulated compared to non-silencing controls (siControl/siRND3). A Gene Ontology analysis of these genes was consistent with the predictions made from the reverse engineered networks (Fig 3E; S1 Table). The full Gene Ontology analysis can be found in S5 Dataset. Functions related to tumour development including *inflammatory response*, *regulation of apoptosis*, *cell migration* and *cell cycle* were differentially regulated in directions consistent with the correlation patterns within primary glioma and U87 implantation networks. Additionally, we noticed that RND3 knockdown resulted in the transcriptional up-regulation of genes related to *DNA repair*, *histone modification*, *RNA splicing* and *transcription factor binding*, and down-regulation of genes in *cell communication*, *amino acid phosphorylation*, *cell growth* and *response to oestrogen* functional terms (S5 Fig). We also noticed that the transcription of key genes involved in inflammation, proliferation, angiogenesis and extracellular matrix remodelling (including MMP2, HIF1A, IL1B, IL1A, IL1R1, MMP2, VEGFA), processes vital to glioblastoma development, were down-regulated by RND3 knock-down (S6 Fig).

### RND3 is up-regulated in grade IV glioma

RND3 and other Rho GTPases are transcriptionally regulated in high-grade glioma (see S2 Fig). However, the expression of RND3 protein in different glioma grades is unknown. We tested the expression of RND3 which on the basis of the numbers of inferred network connections we predicted to have differential activity across glioma grades. Remarkably, western blot analysis of grade II, III and IV human glioma samples confirmed that protein expression correlated with the transcriptional network connectivity. RND3 protein was significantly up-regulated in grade IV gliomas compared to both grade II and grade III (Fig 4A and 4B). We confirmed the difference in RND3 expression in tumour cells by immunohistochemistry analysis of grade II, III and IV gliomas (Fig 4C). RND3 was found in the cytoplasm of tumor cells but also in the nucleus.

**Fig 4:**
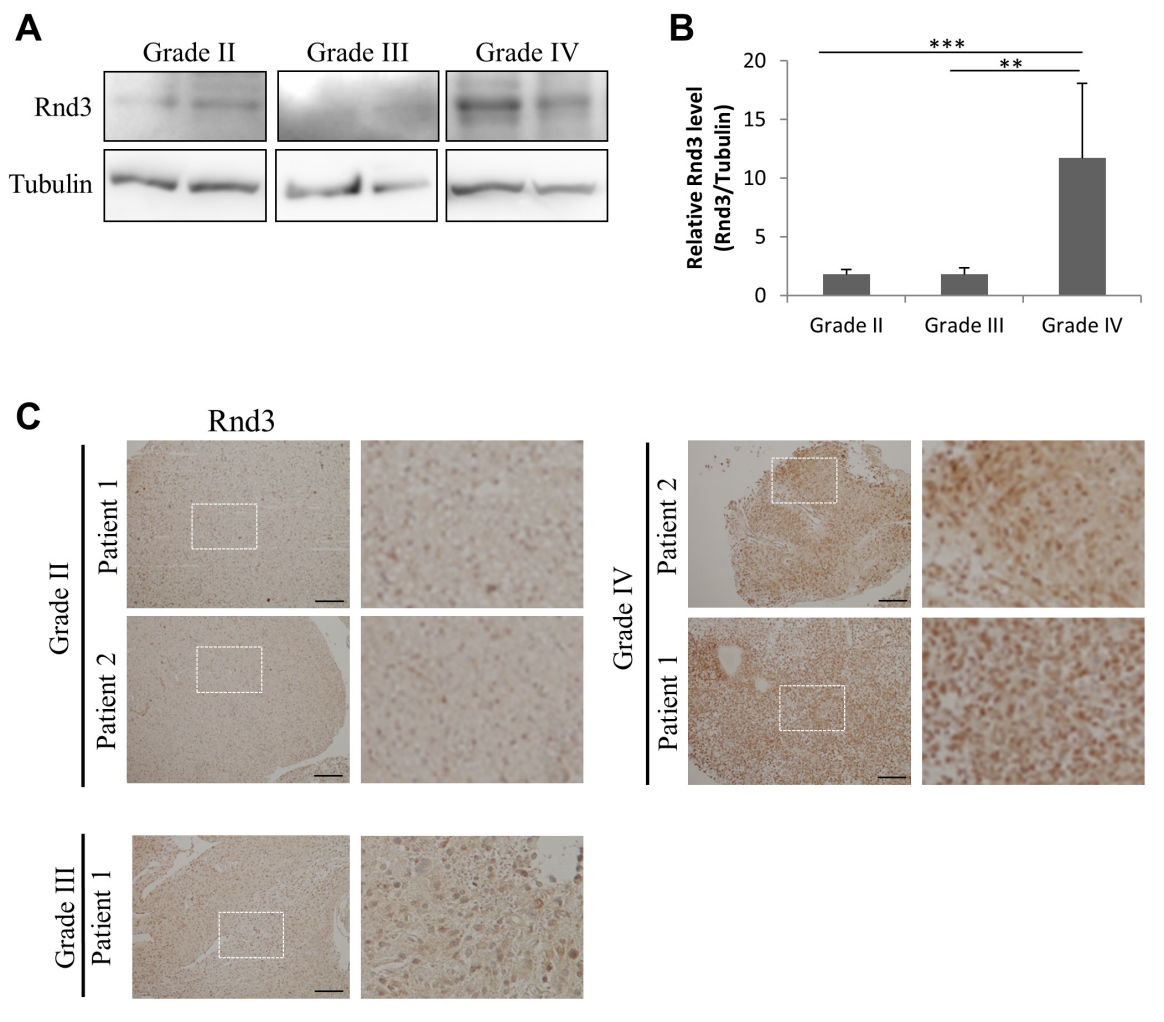
RND3 is up-regulated in grade IV glioma. A. RND3 expression determined by western blot in patient samples from different glioma grades as determined after anatomopathological analysis. B. Densitometric analysis of RND3 protein from western blot shown in (A) presenting the ratio of RND3 to tubulin. C. Immunohistochemical analysis of RND3 expression in grade II, III and grade IV patient tumors (*bar* 100 μm), magnified images are presented in left panels. Data is representative of 4 or more tumours. *** p < 0.001, ** p < 0.01, * p < 0.05, values +/- SEM.

We then set to characterise RND3 expression in relation to glioblastoma sub-types and genetic mutations in key disease genes. We discovered that RND3 is up-regulated up to 2-fold in GBM of the mesenchymal subtype with respect to the others (S13A Fig). Consistent with this observation, other markers of mesenchymal subtype (MET, TLR4, RELB, TNF receptor and CD44) were significantly down-regulated following RND3 knock down in glioblastoma cells (S13B Fig).

We then tested whether individual genetic markers (copy number variations and SNPs) may be able to explain the expression of RND3. Interestingly, we were able to explain up to 5% of variance in RND expression with individual copy number variations and individual gene expression measurements in the EGFR and CDKN2A genes. In addition, the expression of NF1 was also able to explain a small part of RND3 expression (S13C Fig). We also used a random forest regression approach to find combinations of genetic markers that could explain RND3 expression. The resulting models were able to explain 14% (model with only genetic mutations) and 21% (Model including both genetic mutations and gene expression) of the variance in RND3 expression (S13D and S13E Fig).

### Experimental validation *in vitro* confirms the role of RND3 in controlling glioma cell proliferation, apoptosis, cell migration and invasion

The observed transcriptional changes suggest alterations in cell proliferation, migration and cell cycle. In order to test whether the transcriptional signature truly reflects physiological changes we first used RNA interference and a panel of *in vitro* assays to test proliferation, invasion, migration and cell cycle.

The results obtained were fully consistent with our predictions, suggesting that knock-down of RND3 induced an anti-tumour phenotype in U87 cells, which express high levels of RND3 (S7A Fig). Proliferation, migration and invasion were all significantly reduced in U87 RND3-depleted cells (Fig 5A–5C). Bromodeoxyuridine (BrdU) labelling of RND3-depleted cells revealed significantly reduced numbers of cycling cells (Fig 5D; siRND3 U87 18.8±0.55% cells; control 32.3±0.32% cells).

**Fig 5:**
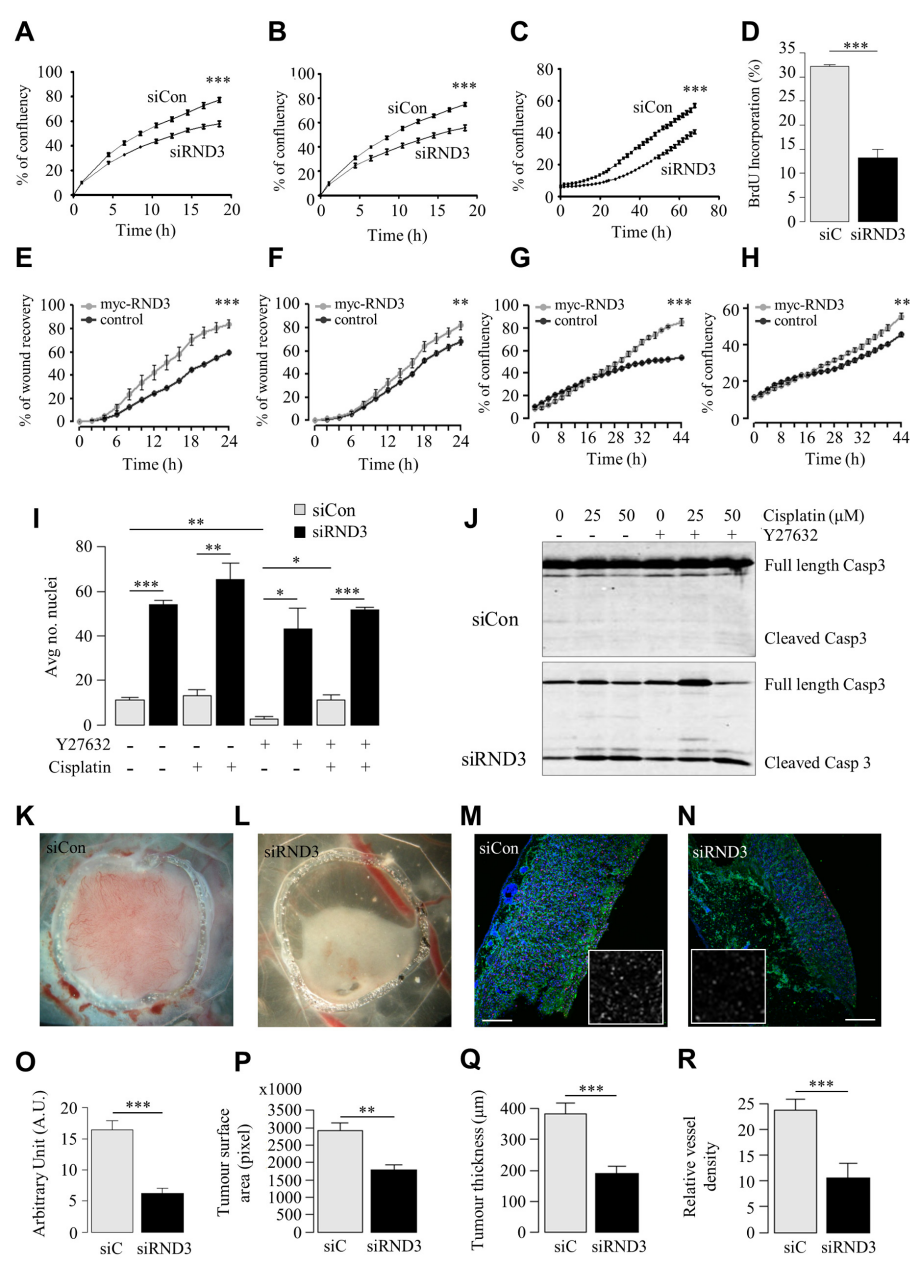
*In vitro* and *in vivo* RND3 silencing reduces cell proliferation and migration, induces apoptosis and reduces tumour mass. **A, B.** (**A**) Invasion and (**B**) migration of U87 siRND3 and siControl cells determined by scratch wound assay. **C.** Proliferation of U87 siRND3 and siControl cells determined by confluence measurements. **D**. Percentage of cells showing BrdU incorporation into DNA in U87 siRND3 and siControl cells. **E, F.** Migration of RND3 overexpressing (**E**) 1321N1 and (**F**) T98G cells and Turbo-GFP control cells determined by scratch wound assay. **G, H.** Proliferation of RND3 overexpressing (**G**) 132N1 and (**H**) T98 cells. **I.** The average number of condensed nuclei in U87 siRND3 and siControl cells treated with Y27632 and/or cisplatin prior to imaging. **J.** Levels of cleaved Caspase 3 in U87 siRND3 and siControl cells with/without Y27632 and cisplatin treatment were determined by western blot. **K, L.** Representative image of 5 day old tumours derived from (**K**) wild-type and (**L**) U87 siRND3 cells implanted on the chicken CAM. **M, N.** Representative image of Ki-67 expression in 5 day old tumours derived from (**M**) wild-type and (**N**) U87 siRND3 cells. Magnification x10, scale bar 200μm, inset magnification x40. **O-R.** Quantification of (**O**) Ki-67 expression, (**P**) tumour surface area, measured as tumour area in pixels, (**Q**) tumour thickness, (**R**) relative density of blood vessels in 5 day old tumours. **A-J.** Data is representative of 3 independent experiments. **K-R.** Data is representative of 4 or more tumours. *** p < 0.001, ** p < 0.01, * p < 0.05, values +/- SEM.

We then performed an over-expression experiment to test whether increased levels of RND3 may have the expected effect on proliferation and migration. Firstly, the expression of RND3 was determined in several cell lines from different glioma grades. As shown in patient samples, a grade II cell line, 1321N1, expressed low levels of RND3 (S7A Fig). Two grade IV cell lines were assessed, U87 and T98G cells. T98G cells expressed a much lower amount of RND3 than U87 cells (S7A Fig). A lentiviral expression of myc-RND3 was then used to over-express RND3 in both low-expressing cell (S7B Fig). Both cell line morphologies were changed by myc-RND3 overexpression and this was validated by RND3-GFP over-expression (S7C Fig). F-actin staining showed formation of a large lamellipodia at the front of the cells and a decrease of cell volume.

This overexpression impacted both cell lines in a manner fully consistent with the RNA interference assays. Both proliferation and migration (Fig 5E–5H) were significantly increased in both 1321N1 and T98G cells. These results confirmed the importance of RND3 in cell aggressiveness behaviours.

We then validated the hypothesis that RND3 expression is linked to apoptosis. RND3-depleted cells showed an increase in cell death evidenced by a dramatic increase in both condensed nuclei (Fig 5I) and cleavage of caspase 3 (Fig 5J). Use of the small molecule inhibitor Y-27632 to inhibit ROCK activity did not significantly affect cell death in RND3-depleted cells suggesting that the effects of depleting RND3 were not mediated via ROCK1, which interacts with RND3 and is essential for its canonical function controlling cytoskeleton remodelling [23].

### RND3 knockdown blocks *in vivo* tumour expansion

Encouraged by the *in vitro* analysis we performed an *in vivo* implantation of U87 siRND3 cells in the chicken egg CAM. Phenotypic characterization of the resulting tumours was again fully consistent with the results of the *in vitro* analysis. Visual inspection showed that tumours appeared dramatically reduced in size 48 hours after implantation (Fig 5K and 5L). This was accompanied by a substantial reduction in proliferating cells shown by a 62% reduction in Ki-67 expression (Fig 5M–5O). Further quantification of the tumour surface area in a horizontal section confirmed an average 40% reduction in tumour expansion (Fig 5P; siRND3 U87 1.8x10^6^ pixels ±1.7x10^5^; control U87 2.9x10^6^ pixels ±2.3x10^5^). We also quantified tumour thickness after immunostaining which demonstrated a reduction of 50% (Fig 5Q; siRND3 U87 188.8μm ± 23.2; control U87 382.3μm±37.3). Consistent with the reduced expression of VEGFA mRNA in siRND3 transfected U87 cells, blood vessel density in siRND3 tumours was significantly lower compared to control tumours (Fig 5R; siRND3 oligo B U87 10.6±2.79; control U87 23.8±2.13), suggesting a disrupted angiogenesis process. Additional histological analysis of tumours revealed reduced Vimentin expression in line with the reduced tumour mass (S8 Fig). Pericyte coverage of blood vessels within the tumour, detectable by Desmin staining, was increased in siRND3 tumours (S8 Fig). Taken together, this supports a critical role of RND3 in tumour expansion by modulating angiogenesis, cell migration, invasion, apoptosis and cell cycle dynamics.

### A novel multi-level data integration algorithm identifies a potential mechanism for RND3-dependent cell cycle control

Some of the pro-tumour effects of RND3 (migration and invasion) are likely to be a direct consequence of its known role in cytoskeleton remodelling [24]. However, the mechanisms behind control of cell proliferation and apoptosis are less easy to interpret, particularly considering that these are ROCK1 independent (Fig 5I and 5J). Therefore, in order to further explore RND3-dependent growth and survival, we designed an unbiased, open-ended approach based on the de-novo identification of RND3 interacting proteins followed by computational analysis.

Co-immunoprecipitation of RND3 flag tagged protein and subsequent mass spectrometry analysis identified 205 putative interactors of RND3. Functional profiling of the interactors revealed primarily nuclear associated proteins involved in *regulation of translation*, *the nuclear lumen*, *intracellular transport* and *cell division* (Table 1).

**Table 1:** Gene Ontology categories of 205 putative RND3 binding partners. Gene Ontology terms in bold were significantly enriched (false discovery rate < 10%).

Category	Term
GOCC	**Nuclear lumen (55)**
GOMF	**Nucleotide binding (62)**
GOMF	**ATPase activity (23)**
GOBP	**Intracellular transport (22), protein transport (19)**
GOBP	**Regulation of translation (9)**
GOBP	**DNA repair (12)**
GOCC	**Chromosome (18)**
GOCC	**Mitochondrial envelope (13)**
GOBP	**Cell division (10)**, Cell cycle (15)

In order to identify a specific mechanism that may explain RND3 tumour growth we developed a novel network modularization approach designed to identify a sub-network of the human interactome enriched with proteins interacting with RND3 and at the same time highly correlated in the CAM expression profiling time course.

The algorithm (see S1 Text for details of the development and validation of the algorithm) identified a significant sub-network (p<10^−16^) containing 49 genes (Fig 6A). This network included genes known to be involved in Rho-mediated cytoskeletal remodelling (ROCK1, Vimentin, Moesin, Radixin) as well as components of NFKB signalling (IKBKAP, NFKBIA), apoptosis (Caspase 3, PSME3) and, interestingly, 4 nuclear proteins involved in DNA licensing (MCM3, MCM4, MCM5, MCM7) as well as the important cell cycle regulator CDC2. During the cell cycle RND3 expression has been shown to increase during G1 followed by a rapid decrease at S phase [25]. Taken together, this raised the hypothesis that RND3 may be associated to nuclear proteins and that this may be part of the mechanism regulating cell cycle. Consistent with recent reports [26] [27] and the immunohistochemistry analysis (Fig 4C) we demonstrated by confocal imaging of U87 cells that RND3 can localise to the nucleus (Fig 6B) and that it is detectable by western blot in nuclear fractions (S11 Fig). Complementing evidence of the nuclear occupancy of RND3, we performed Fluorescence recovery after photo-bleaching (FRAP) experiments (S12 Fig), showing motile RND3-GFP is able to partially recover into bleached regions in both the nuclear and cytoplasmic compartments. We hypothesised that RND3 might be controlling the cellular localisation of the nuclear DNA licensing factors and consistent with this we verified that MCM3 could be co-immunoprecipitated with RND3 (Fig 6C) in U87 cells. A previous report has suggested that high levels of MCM3 protein in the nucleus may result in cell cycle arrest [28]. We observed that depletion of RND3 leads to nuclear accumulation of MCM3 (Fig 6D–6F). Taken together, this suggests a novel role for RND3 in controlling cell cycle by modulating the localisation of the DNA licencing protein MCM3.

**Fig 6:**
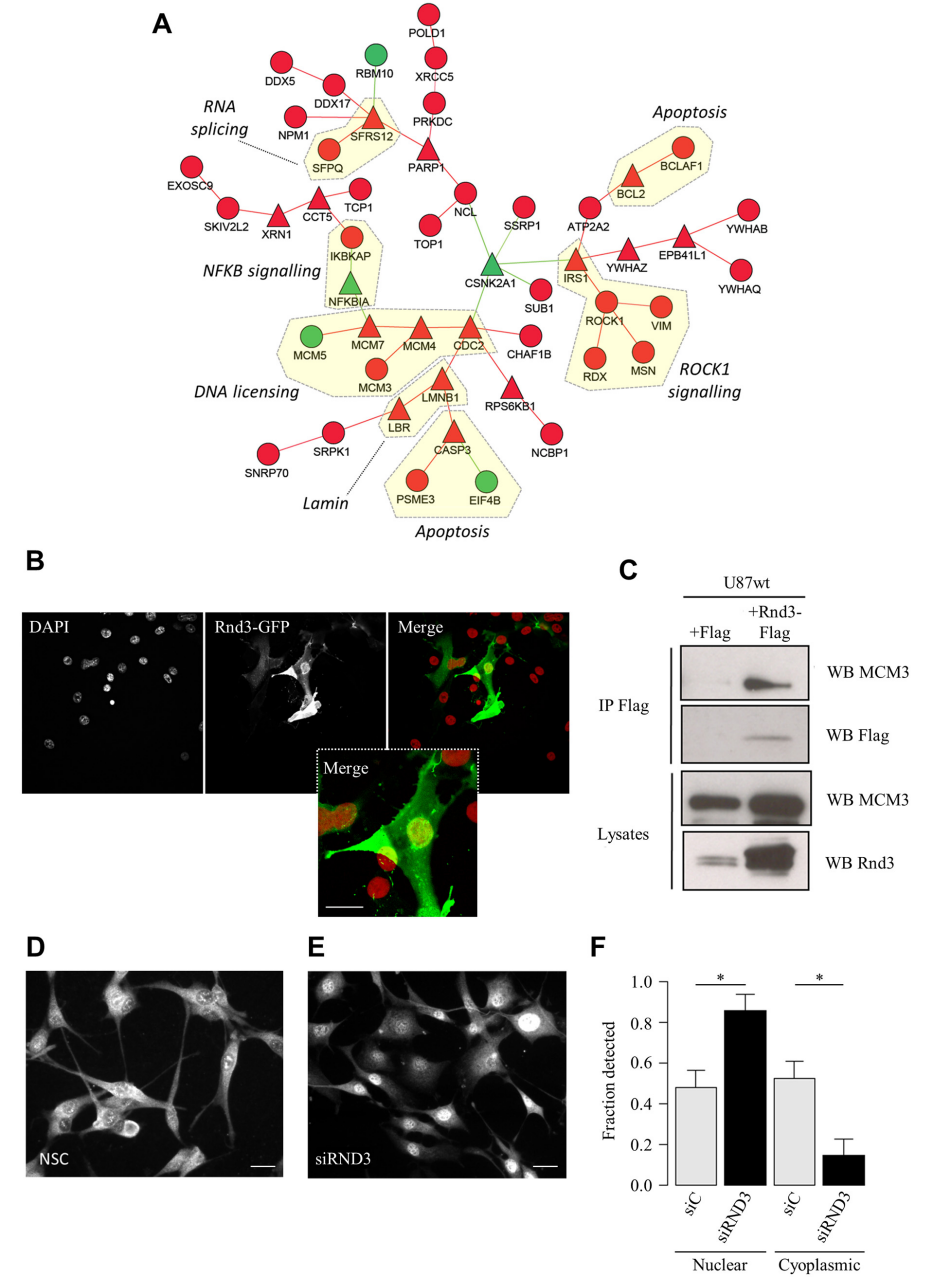
Reverse engineering networks from integrated datasets reveals a novel role of RND3 in cell cycle control. **A.** Protein-protein interaction network representing a module of RND3 interactors that are co-expressed during tumour development in the CAM. **B.** Confocal microscopy of U87 cells expressing RND3-GFP with DAPI stain (red). Scale bar: 10μm. **C.** Immunoprecipitation using anti-Flag antibody in U87 cells transfected with RND3-Flag or Flag. Western blot analyses used the indicated antibodies. **D, E.** Immunostaining of MCM3 in (**D**) U87 siControl cells and (**E**) U87 siRND3 cells. Scale bar: 10μm. **F.** Quantification of proportion of nuclear and cytoplasmic MCM3 detected by western blot in U87 siRND3 and siControl cells. Data is representative of 3 replicate experiments. *** p < 0.001, ** p < 0.01, * p < 0.05, values +/- SEM.

### Copy number variation (CNV) and expression of RND3 is predictive of clinical outcome

Having shown that RND3 plays a role in the development of GBM, we asked whether its expression could be influenced by genetic mutations such as copy number variation of the RND3 locus, and if both expression and CNV may be predictive of patient survival.

We first approached this question using data available within the REMBRANT database of functional genomics data [29]. We focused on GBM patients and found that patients with an increased RND3 copy number showed significantly lower probability of survival compared to patients with a normal or reduced RND3 copy number (Fig 7A). Using the same database we then could verify that RND3 gene expression was also predictive of survival and that RND3 CNV and expression were positively correlated (Fig 7B).

**Fig 7:**
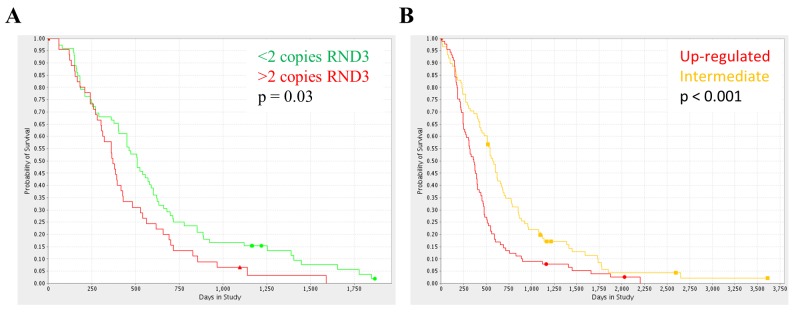
RND3 expression and copy number variation is a significant risk factor for glioma patients. **A.** The Kaplan-Meier survival curves for glioma patients with amplification (red, n = 45) or deletion (green, n = 72) of the RND3 locus, determined from SNP frequency data within the REMBRANDT database, log rank p value = 0.0301. **B.** The Kaplan-Meier survival curves for glioma patients with RND3 overexpression (red, n = 89) or comparable expression (orange, n = 88) versus non-tumour samples, log rank p value = 0.0006. All analysis performed using the online REMBRANDT database tools.

Next, in order to validate this initial finding, we performed survival analysis using the Cancer Genome Atlas (TCGA) database of GBM expression and copy number. Consistent with the survival analysis performed using REMBRANDT, both RND3 expression and CNV were predictive of survival (S9 Fig).

Taken together these finding suggest that genetic mutations can trigger increased expression of RND3 and that this correlates with clinical outcome.

## Discussion

The importance of our work is two-fold. Firstly, we demonstration that computational integration of multiple data sources is an effective strategy to unravel the structure of biological networks underlying the development of human glioma. Secondly, our models have highlighted that low and high-grade gliomas are characterised by a switch in the activity of two different sets of Rho GTPases, among which RND3 is a key regulator of tumour proliferation, migration, apoptosis and invasion. Furthermore, RND3 CNV correlates to its expression and is predictive of survival, suggesting that changes in the activity of this particular Rho GTPase could be an early event associated to transformation and tumour progression.

### The role of Rho GTPases in glioma

An important property that emerged from our inferred networks is the existence of two sets of Rho GTPases, which may target functionally different molecular networks and explain the more aggressive nature of high-grade Gliomas.

Overall, this hypothesis is consistent with the literature. Among the seven Rho GTPases that are linked to grade II networks we could find little evidence in the literature for a mechanistic linkage with tumour transformation or progression. On the contrary, we could find evidence of their involvement in normal tissue functions such as migration of neuronal shape change during brain development (RND2)[30], regulation of actin cytoskeleton involved in vesicle trafficking (RHOD, RHOF) [31] [32], sub-cellular trafficking of growth factor receptors in normal cells (RHOB) [33] [34], and protein degradation (RHOBTB3, CHP) [35] [36]. Among these, only RHOB has been firmly linked to high-grade glioma albeit with contrasting results. Repression of RHOB has been shown to increase motility and invasion in glioblastoma cells [37]. However, it has recently been shown to support glioblastoma tumorigenesis [38].

On the other hand, 6/7 of the Rho GTPases linked to high-grade glioma in our model has previously been shown to play a role in GBM. This includes effects on cell invasion (RAC1 [39], RAC2 [40], RAC3 [39], RHOA [41], RHOC [42]), focal adhesion formation (RHOA [43]), stemness of glioma precursor cells (RAC1 [44]), cell proliferation (RAC1 [45], RND3 [46]) and cell cycle (RND3 [25]).

### RND3, a pro-tumour gene in glioblastoma

Our work shows that down-regulation or overexpression of RND3 supports its role as a pro-tumour gene in glioblastoma controlling proliferation, migration and invasion using different glioma cell lines. Inactivation of RND3 also alters survival at both the level of cell cycle regulation and induction of apoptosis. Importantly, its expression appears to be regulated by genetic mutations such as CNV rather than as a secondary event down-stream of other cancer signalling pathways. Our work identifying RND3 as a pro-tumour gene is consistent with data from endometroid adenocarcinoma cells where RND3 is described as a p53 inducible pro-tumour gene, promoting proliferation and survival of cells following DNA damage [47]. However, its role in other types of cancer may be different. RND3 is under-expressed in prostate cancer and induces apoptosis and cell cycle arrest [48].

In addition, a previous study in glioma positioned RND3 as an anti-tumour gene, decreasing proliferation and inducing apoptosis in U87 cells [46]. However, these data were based on the overexpression of RND3 in a cell type that already expresses high levels of RND3 (S7A Fig), leading to a non-physiological situation. It is also possible that RND3 has a bell-shaped activity profile, where inhibition is seen when it is absent or low and when it is highly overexpressed such as after transfection into cells.

The strength of our approach, in contrast to many of these previous studies, relies in the fact that a systems biology approach that combines clinical and experimental datasets has been used in our study. This provides us with an array of concording results that clearly point to a pro-tumour role of RND3 in glioblastoma.

### Towards predictive modelling of glioma development

In this article, we have shown that by combining advanced network biology approaches with the right experimental models, we are able to reveal novel regulatory circuits controlling multiple hallmarks of cancer. However, these findings should stimulate several research directions. Firstly, while we now better understand the role and clinical relevance of RND3 in human Glioma, we still do not have a mechanistic model explaining the switch between networks of normal and abnormal regulatory Rho GTPases, which we hypothesise drives the establishment of a progressively more severe cancer phenotype, presumably at the expenses of normal glial function. In this context, we have identified MCM3, a DNA licencing factor, as a new interacting partner. This interaction may participate, in addition to its known modulatory activity on RhoA activity, to the biological effects triggered by RND3 in glioma cells. The specific role of the RND3-MCM3 interaction is at present not established. One may speculate that it is involved in nuclear-cytoplasmic shuttling. Establishing a complete mechanistic model will involve extensive experimental analysis of the role of each regulator and, eventually, the development of a mathematical model to simulate glioma progression. Ultimately, the integration of molecular, phenotypic and clinical endpoints within a computational model will provide a new set of investigative and predictive tools to support clinical decision-making.

## Methods

### Ethics statement

Human tumour samples are provided by Rolf Bjerkvig (University Bergen, Norway). He has ethical permission to store biopsy specimens from human patients in a biobank, as well as corresponding xenografts in animals. Regional ethical approval number: 013.09. The tissue collected is anonymized at the department of Neurosurgery at Haukeland University Hospital. Animal experiments: the animal experiments are conducted in the Animalerie Mutualisée, Bordeaux, France. The number of authorisation is B33-522-22 and was obtained February 28 2012. The approval for experimentation has been obtained from the University of Bordeaux ethical committee (approval number R-45GRETA-F1-10).

### Identification of genes differentially expressed in low and high-grade glioma

Differentially expressed genes between grade II (n = 45) and grade IV (n = 81) gliomas were identified using an existing microarray study by Sun *et al* [49]. Raw data were downloaded from the GEO database (accession GSE4290) and normalized using the Robust Multiarray Average algorithm (RMA) [50]. Statistical significance was determined using a t-test followed by correction for multiple comparisons using the Benjamini-Hochberg method to estimate the false discovery rate (FDR) [51]. Genes with a log_2_ fold change greater than 1.5 and an FDR < 1% were selected. This transcriptional signature was compared to a transcriptional signature from a similar study comparing grade II (n = 50) and grade IV (n = 24) glioma (accession GSE52009) for validation purposes. Both transcriptional signatures showed a very high level of similarity (FDR < 1%) when compared using Gene Set Enrichment Analysis [52] (S1 Fig).

### Modularization of the human protein interactome representing tumour stage transition

In order to achieve this goal we first subset the human protein interactome by selecting proteins encoded by genes differentially expressed between grade II and grade IV glioma samples. The interactions between this subset of proteins were identified using the Michigan Molecular Interaction (MiMI) protein interactions databases [53], which merged and integrated a number of protein interactions databases such as BioGRID [54] and HPRD [55]. This protein-protein interaction (PPI) network consisted of 1423 nodes and 18,681 edges. Hubs were identified within the network by calculating the percolation score [56] for each node, in order to identify potentially important proteins. There were 93 hub nodes with a percolation score greater than 2 standard deviations above the mean. The complete glioma stage network was constructed by selecting the first neighbours of these network hubs, resulting in 682 nodes and 2472 edges. The network was modularized using the GLaY algorithm for community detection [57].

### The chorioallantoic membrane (CAM) glioblastoma implantation model

U87 glioblastoma cells were maintained in DMEM, 10% FBS, antibiotics and L-glutamine. U87 cell pellets were deposited on the chicken egg CAM at developmental day 10 as previously described [16]. For the transcriptomics time-course, tumours were dissected from the CAM and snap frozen every 12 hours following implantation at developmental day 10 until developmental day 15 (10 time points). To assess the effect of RND3 silencing on tumour growth on the CAM, U87 cells were transfected with siRNA for RND3 or non-silencing control siRNA before implantation. Tumours were imaged every day and grown for 5 days after deposition on the CAM. The tumour was then dissected and mounted in OCT and processed for measurement and immunohistochemistry.

### Reverse engineering transcriptional networks in glioma

Low and high-grade glioma transcriptional networks were generated from grade II and grade IV samples from the *Sun et al* dataset (GSE4290) [49] and Cancer Genome Atlas datasets (TCGA) (http://cancergenome.nih.gov/). Normalised, batch corrected TCGA datasets were downloaded from the MD Anderson MBatch (http://bioinformatics.mdanderson.org/tcgambatch/) website. Mutual information networks were inferred using the ARACNE method [58] with the Rho GTPases set as hub genes. Significant gene-gene interactions were defined using a p-value cut-off of 1x10^-5^.

A dynamic model of gene expression in the developing tumour during the first 5 days following U87 deposition on the CAM has been inferred from our microarray data using a custom bioinformatics pipeline based on time-delay correlation. In order to reduce the complexity of the transcriptional response we generated 14 gene clusters with distinct expression profiles using the HOPACH algorithm [59]. The clusters were categorized into rapid (1–12hr), intermediate (13–24hr) or delayed-responders (37–48hr) to implantation (no clusters fell into the 25–36hr category) according to the time point at which the expression profile was altered by 50% of the dynamic range (S3 Fig). 

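Between 24 and 36 hours, 82 transcript identifiers were differentially expressed at an adjusted p under 0.05 (limma with Benjamini-Hochberg adjustment, 3 arrays against 3), 46 of them higher and 36 lower at 36 hours. The number ranged from 46 without replicate 1 of 36 hours to 1015 without replicate 3 of 24 hours. It was 3251 with the slide as a block, and 1 under 75th-percentile scaling. Of 10 splits of these 6 arrays into 3 and 3, 8 called as many identifiers, the real one included. Chance is therefore not excluded for this count.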

In order to increase the number of data points available for correlation analysis we first identified the median expression profile of each cluster and then applied a polynomial interpolation algorithm to generate 100 data points. The correlation matrix between the interpolated expression profiles was calculated using Spearman’s Ranking Coefficient with the addition of a time-delay procedure. Interpolated expression profiles were considered correlated with a time-delay if a shift of one expression profile by 13–24 hours (1–2 time points) improved the correlation value. The time-delay procedure identified the maximum correlation value within this time-delay window. Clusters with a highly stringent correlation value of >0.9 were considered significantly correlated.

The static transcriptional networks of genes highly correlated to expression of Rho GTPases in the CAM tumour implantation were identified using the ARACNE method [58]. A range of high stringency p value thresholds (p < 10^−6^, p < 10^−7^, p < 10^−8^) were applied in order to identify the most highly connected GTPases independent of statistical confidence.

### RND3 siRNA (siRND3) knock-down

To knockdown expression of RND3 U87 cells were transiently transfected with two custom siRNA oligos (9 pmol) supplied by Dharmacon (oligo A 5’-AUAGUAGAGCUCUCCAAUCA-3’ or oligo B 5’-CAAACAGAUUGGAGCAGCU-3’) using Lipofectamine RNAiMAX (Invitrogen) as described elsewhere [60]. Control, non-silencing, oligos were purchased from Qiagen. Knock-down was confirmed to last up to 96 hours by western-blot analysis (S10 Fig).

### Western blot analysis

Protein were separated by SDS-PAGE and then transferred to nitrocellulose membranes using previously described methods [61]. Western blotting was performed using antibodies against cleaved Caspase 3 (Cell Signalling Technology), RND3 (Millipore), MCM3 (Abcam), Lamin A/C (Santa Cruz Biotechnology), α-tubulin (Sigma) and Flag (Sigma M2). The western blot bands were quantified using ImageJ Software.

### Microarray analysis of implanted tumours and U87 cells

RNA was extracted from U87 cells and snap frozen tumours using RNeasy columns (Qiagen, UK). RNA purity was assessed using a NanoDrop spectrophotometer and each sample had a 260/280 ratio of 1.8–2.1. RNA was reverse transcribed and the cDNA was labelled with fluorescent Cy3 dye using the Agilent Low-input Quick Amp Kit (Agilent, UK). cRNA was purified using RNeasy columns (Qiagen, UK) and hybridised overnight to Agilent Human 8x60k Whole Genome or Agilent Chicken V1 Whole Genome microarrays according to the manufacturer’s protocol. Microarrays were scanned using an Agilent SureScan microarray scanner and processed using Agilent Feature Extraction software. Data was normalised using quantile normalisation.

In order to remove probes from the analysis that could potentially hybridise to both chicken and human cRNA we performed a separate microarray analysis. We created separate pools of RNA from CAM and U87 cells to create chicken and human reference samples. The chicken and human reference RNA was then hybridised to both human and chicken whole genome microarrays. RNA extraction, generation of fluorescently labelled cRNA, microarray hybridisation and scanning protocols were identical to those used for the implanted tumour tissue. After subtraction of the background signal, the relative contribution of the human cRNA to the total fluorescence observed for each probe on the chicken array was calculated, and vice versa. Any probe for which the cross-hybridisation of cRNA from the other species resulted in a fluorescent signal > 64 or the relative contribution to the total signal was greater than 15% was removed. 5,272 probes were removed from the chicken dataset and 9,128 probes were removed from the human dataset.

Genes differentially expressed during the time course of U87 implantation on the CAM were detected using a two-step method. First, genes with a minimum fold change of 1 in log_2_ scale were selected, then noisy genes were removed using the BETR [62] algorithm with α = 0.001.

Genes differentially expressed in U87 cells in response to siRND3 treatment were detected using the SAM method [63]. Genes with a false discovery rate of 5% or lower were deemed significant.

### Development of a novel network modularisation algorithm and its application to define the RND3 interactome

We developed a procedure derived from the work of Dittrich *et al* [64], which uses the prize-collecting Steiner tree framework to identify network modules in protein-protein interaction data. However, our novel procedure is able to integrate three independent sources of data including known protein-protein interactions, differential gene expression and correlation structure. This was applied to identify networks of RND3-interactors that are enriched with co-expressed genes linked to glioma grade and therefore potentially important for tumour progression. The development of the algorithm and application to simulated data is described in S1 Text.

### Cell proliferation, migration and invasion assays

For proliferation, migration and invasion assays U87 (5x10^4^ cells/well) cells were plated in 96-well plates. For siRNA proliferation experiments, siRND3 or siControl transfections were performed 24h before plating. 1x10^5^ or 5x10^5^ T98G or 1321N1 cells respectively were plated for proliferation and migration assays. Each cell line was infected with control GFP-Turbo or myc-RND3 lentiviral plasmids to a MOI of 10. IncuCyte technology (Essen Bioscience) was used to generate measurements of cell proliferation, migration and invasion over time. Growth curves (proliferation) were built from confluence measurements acquired during round-the-clock kinetic imaging. For invasion and migration assays cells were plated in 96-well ImageLock plates (Essen Bioscience). Wells were pre-coated for 6h with 50μg/ml of reduced matrigel (BD Biosciences). For invasion assay 150μg/ml of reduced matrigel was added on each well. At 90–100% of confluence the plates were scratched with a 96-Well WoundMaker (Essen Bioscience). Migration/invasion was detected by IncuCyte scanning one image per well, every two hours for 18 hours. The time-course of cell migration/invasion was quantified using percentage of scar recovery (cells migrated/invaded into the wound) at 2 h time intervals. Proliferation was measured by Bromodeoxyuridine (BrdU) labelling of U87 cells using the BrdU Labelling and Detection Kit I (Roche) according to the manufacturer’s instructions.

### Apoptosis assays

To induce apoptosis, U87 cells were treated with 5μM ROCK inhibitor Y-27632 and/or 50 μM cisplatin (cis-diammineplatinum(II)dichloride) for 16 hours and apoptosis assessed by detection of cleaved caspase 3 by western blot or by staining cells with DAPI (4',6-diamidino-2-phenylindole, Invitrogen) and counting the number of cells with condensed nuclei, as previously described [60].

### Immunohistochemistry

Tumour grafts grown on chicken egg CAM were excised, fixed with 4% paraformaldehyde for 5 minutes and processed for cryo-sectioning. Ten micrometre sections were placed on Super Frost slides and immunohistochemistry was performed directly after fixation of the tissue on the slide with 4% paraformaldehyde. For immunohistochemistry, we used the following primary antibodies: anti-human Vimentin (1:400; Santa Cruz), anti-human Ki-67 (1:200; Santa Cruz) and anti-Desmin (1:100; clone D33 from DAKO). Corresponding fluorescent secondary antibodies were from Molecular Probes (1:1,000, Invitrogen). Chick blood vessels were visualized by using fluorescein-coupled *Sambucus nigra* lectin-FITC (SNA-1 lectin, 1:100, Vector Laboratories). Cell nuclei were visualized by DAPI (Invitrogen). Fluorescent labelling was viewed by confocal microscopy (Nikon). Quantification of staining was performed using ImageJ software.

Paraffin-embedded formalin-fixed glioma tissue sections were deparaffinized and heated at 99°C for 20 min in 10 mM citrate buffer at pH 6.0 or incubated with proteinase K diluted in 0.05 M Tris—Cl, pH 7.5 at 37°C for 10 min. The sections were incubated with the following primary antibodies: anti-RND3 (Abcam ab79999, 1/100). Primary antibodies were incubated overnight at 4°C. Detection was performed using a biotinylated secondary antibody (Vector Laboratories) amplified with Vectastain ABC Reagent (Vector). Sections were developed using 3′3-diaminobenzidine (DAB, DAKO), following the manufacturer’s instructions. The immunohistochemical stainings were analyzed and pictures were taken with a Nikon light microscope (Nikon Eclipse E600, Melville, NY, USA) using Nikon imaging software (Nikon NIS Elements v 4.11).

Imaging of MCM3 localisation was performed on U87 cells transfected with siRND3 or non-silencing control oligos. PFA (4%) fixed cells were stained for MCM3 (1:200, Abcam) and fluorescent labelling was viewed using a Nikon Eclipse Ti system.

### Identification and validation of RND3 binding proteins

HEK293T or U87 cells were transfected with pCMV-Flag-RhoE (RND3) or pCMV-Flag as a control as previously described [23]. To discover putative RND3 binding proteins cell lysates were immunoprecipitated using anti-Flag conjugated beads (Sigma). After SDS-PAGE and staining with coomassie blue the gel was cut into 7 equal fragments and subjected to in-gel trypsin digestion (along with matching gel slices from empty vector control) and analysed by mass spectrometry.

Co-immunoprecipitation of Flag-RND3 with Mcm3 was performed on U87 cells. Cells were washed with ice-cold serum-free medium and lysed on ice in buffer containing 20 mM Tris-HCl (pH 7.4), 150 mM NaCl, 1 mM EGTA (pH 8.0), 1 mM EDTA (pH 8.0), 2.5 mM pyrophosphate, 1 mM β-glycerophosphate, 1% Triton X-100 containing freshly added protease, and phosphatase inhibitor cocktail tablets (Roche). Lysates were clarified by centrifugation at 4°C, and the protein concentrations were determined by using Bio-Rad protein assay reagent (Bio-Rad Laboratories). For immunoprecipitation analyses, aliquots of cellular lysates were incubated with 2 μg of monoclonal anti-Flag (Sigma M2) for 1 h at 4°C. Immunocomplexes were collected on protein G-Sepharose beads (Sigma). The beads were washed three times with lysis buffer then boiled for 5 min in Laemmli sample buffer.

### Mass spectrometry

HEK293T cells were used for mass spectrometry analysis. UltiMate 3000 HPLC series (Dionex, Sunnyvale, CA USA) was used for peptide concentration and separation. Samples were trapped on uPrecolumn Cartridge, Acclaim PepMap 100 C18, 5 um, 100A 300μm i.d. x 5mm (Dionex, Sunnyvale, CA USA) and separated in Nano Series^TM^ Standard Columns 75 μm i.d. x 15 cm, packed with C18 PepMap100, 3 μm, 100Å (Dionex, Sunnyvale, CA USA). The gradient used was from 3.2% to 44% solvent B (0.1% formic acid in acetonitrile) for 30 min. Peptides were eluted directly (~ 300 nL min^-1^) via a Triversa Nanomate nanospray source (Advion Biosciences, NY) into a LTQ Orbitrap Velos ETD mass spectrometer (ThermoFisher Scientific, Germany). The data-dependent scanning acquisition in positive ion mode was controlled by Xcalibur 2.7 software. The mass spectrometer alternated between a full FT-MS scan (m/z 380–1,600) and subsequent collision-induced dissociation (CID) MS/MS scans of the 7 most abundant ions. Survey scans were acquired in the Orbitrap with a resolution of 30,000 at m/z 400 and automatic gain control (AGC) 1x10^6^. Precursor ions were isolated and subjected to CID in the linear ion trap with AGC 1x10^5^. Collision activation for the experiment was performed in the linear trap using helium gas at normalized collision energy to precursor m/z of 35% and activation Q 0.25. The width of the precursor isolation window was 2 m/z and only multiply-charged precursor ions were selected for MS/MS. MS/MS scans were searched against NCBI database using Mascot algorithm in Proteome Discoverer 1.1 software (Thermo Fisher Scientific). Variable modifications were deamidation (N and Q), oxidation (M) and phosphorylation (S, T and Y). The precursor mass tolerance was 10 ppm and the MS/MS mass tolerance was 0.8Da. Two missed cleavage was allowed and were accepted as a real hit protein with at least two high confidence peptides.

### Preparation of nuclear and cytoplasmic fractions

To prepare nuclear and cytoplasmic fractions trypsinised cells (3x10^6^) were washed in ice cold PBS and incubated in 500μl RSB (10mM Tris pH 7.4, 5mM MgCl2, 10mM KCl) containing 0.5% v/v NP40 and protease inhibitors for 5 min on ice before being centrifuged at 500g for 5 minutes. 150μl of the supernatant (cytoplasmic fraction) was removed and 30μl of 6x protein sample buffer added. The pelleted nuclei were resuspended in 1ml of RSB and centrifuged for 5 minutes at 500g. This was repeated and the pellet re-suspended in 150μl of protein sample buffer. To confirm clear separation of nuclear and cytoplasmic fractions lysates were analysed by western blot with Lamin A/C (nuclear marker) and α-tubulin (cytoplasmic marker).

### Single cell imaging

Single cell imaging of RND3 localisation was performed using U87 cells transfected with RND3-GFP (Addgene #23229) alone (with DAPI stain) or RND3-GFP and H2B-mcherry (Addgene #21044) plasmids. Transfection involved 24h incubation with a mixture of TransIT-LT-1 transfection reagent (Mirus BIO) in a ratio of 3:1 with plasmid DNA. Confocal imaging was carried out on a Zeiss LSM510 microscope using either 20x Fluar 0.8 NA or 63x Planapochromat 1.4 NA objectives at a temperature of 37°C, 5% CO2 and humidified atmosphere. Z-stack images were taken at sequential 1um depth slices. Fluorescence recovery after photo-bleaching (FRAP) experiments involved similarly-sized regions of the cytoplasm and nuclear compartments exposed to 20 iterations of a 488nm argon-ion laser set to 100% power.

FRAP and Z-stack live cell imaging was carried out at the Centre for Cell Imaging, IIB, University of Liverpool, UK.

### Linking RND3 to GBM subtypes

To investigate if expression of RND3 is dependent on GBM subtype [8], genes with known signatures and genetic mutations influencing the subtype were compared with RND3. The eight genes included: NF1, PDGFRA, IDH1, EGFR, TP53, FIP1L1 (FIP1L1 can become a fusion protein with PDGFRA), PTEN and CDKN2A. Normalized gene expression, scaled CNV and somatic mutation data free from batch effects was downloaded from the MD Anderson Bioinformatics Cancer Genome Atlas MBatch resource (bioinformatics.mdanderson.org/tcgambatch). A regression analysis was performed using either univariate regression or the ensemble classification and regression algorithm Random Forest (RF), where RND3 was used as the dependent variable and the 8 gene CNV and expression data as the predictor variables. The most influential predictor variables and the % variability of RND3 expression explained by the RF models are reported.

### Survival analysis

The effects of alterations in expression and copy number variation of Rho GTPases on glioblastoma patient survival was assessed using the REMBRANDT [29] and TCGA databases. The online tools available on the REMBRANDT website (www.caintegrator.nci.nih.gov/rembrandt) were used to generate Kaplan-Maier survival curves and log rank p values. Similarly, the TCGA data was analysed by first calculating ranks for each patient according to the expression or standardised CNV of RND3, and then finding the optimum partitioning of patients that maximises the significance of the Cox regression model. This was then used to generate Kaplan-Maier survival curves and log rank p values.

### Accession numbers

The following datasets are deposited within Gene Expression Omnibus: Implantation of U87 cells on the chicken CAM (GSE43674), RND3 silencing in U87 cells (GSE43812).

## Supporting Information

S1 Dataset Gene Ontology analysis of the genes found within network modules M1–M4. Gene lists have been split into those up-regulated or down-regulated in grade 4 glioma compared to grade 2 glioma. Significantly enriched Gene Ontology terms were selected using a 10% False Discovery Rate cut-off.
(XLSX) Click here for additional data file.

S2 Dataset Rho GTPase gene connectivity in networks derived from the Cancer Genome Atlas glioma grade II and IV datasets. Rho GTPase connectivity was assessed in multiple ARACNE networks at different significance levels for gene-gene connections (p-values < 1e^-5^ or 1e^-6^). The same threshold used for the original data was used for defining Rho GTPases with strong grade specific connectivity (the proportion of grade II connections / proportion grade IV connections > 0.4 or < -0.4).
(XLSX) Click here for additional data file.

S3 Dataset Gene Ontology analysis of genes connected to Rho GTPases in the grade II and grade IV gene expression networks. The Gene Ontology analysis of the network neighbourhood of grade II specific Rho GTPases in grade II networks and the network neighbourhood of grade IV specific Rho GTPases in the grade IV networks are shown in separate worksheets. No filtering has been applied, all mapped Gene Ontology terms and the relevant genes are included.
(XLSX) Click here for additional data file.

S4 Dataset Gene lists and Gene Ontology terms mapped to gene clusters in the high level map of transcriptional changes in the chicken CAM glioblastoma implantation model. Gene Ontology analysis has been performed on genes regulated at each level of the transcriptional map (1–13hrs up, 13–24hrs down, 13–24hrs up, 37–48hrs down, 37–48hrs up-regulated). All mapped Gene Ontology terms are included.
(XLSX) Click here for additional data file.

S5 Dataset Gene Ontology analysis of genes up-regulated in U87 siRND3 cells compared to U87 siControl cells. All mapped Gene Ontology terms are included.
(XLSX) Click here for additional data file.

S1 Fig A comparison of differentially expressed genes between grade II and grade IV glioma in two independent datasets. Enrichment score (ES) plots generated by comparing differentially expressed genes between grade II and grade IV glioma in GSE4290 and GSE52009 datasets using the Gene Set Enrichment Analysis software. False discovery rate <0.001% for both comparisons.
(TIF) Click here for additional data file.

S2 Fig Rho GTPase gene expression in different glioma grades. The expression of Rho GTPases in the *Sun et al* dataset is represented as a colour heatmap. Gene expression is standardised by row for visualisation. Mean linear fold change values are indicated for each glioma grade comparison. Statistical significance is determined by t-test followed by Benjamini-Hochberg FDR correction.
(TIF) Click here for additional data file.

S3 Fig Correlation network of gene expression changes in U87 derived tumours implanted on the chicken egg CAM. 14 distinct gene clusters are categorised as early (1–12hrs; top row), intermediate (13–24hrs; middle row) or delayed responders (37–48hrs; bottom row) according to the time point at which the gene expression is altered by 50% of the dynamic range of the cluster. The time window (pink bar) and exact position in the interpolated time series (dotted line within pink bar) at which the cluster has altered by 50% of the clusters dynamic range is shown in respect to the medoid expression profile of each cluster (black line) and the interpolated expression profile (red line). Significant time-delay correlations between expression profiles are shown as dotted lines between clusters. Genes within each group of clusters (early, intermediate, and delayed) were determined to be up or down-regulated according to the expression trend of the cluster. A representative selection of Gene Ontology terms enriched within up (red) and down-regulated (green) genes at each level are coloured accordingly (false discovery rate < 10%). ns: non-significant. Individual genes within each cluster are coloured according to function: Rho GTPase (blue), secreted factor (green) and known oncogene (red).
(TIF) Click here for additional data file.

S4 Fig The network neighbourhood of Rho GTPases in the CAM implantation model reveal RND3 is a hub gene. **A.** The gene neighbourhood of Rho GTPases RHOBTB1, RHOBTB2, RND3 and RHOC in the CAM network (mutual information p value < 10^−6^). **B.** The size of the gene neighbourhood of RND3 and RHOC at a range of high statistical thresholds.
(TIF) Click here for additional data file.

S5 Fig Functional analysis of genes differentially expressed in U87 cells following RND3 siRNA treatment. Heatmap representing expression profiles of differentially expressed genes between U87 siControl (n = 3) and U87 siRND3 (n = 3) cells. The number of genes matched to Gene Ontology terms within up and down-regulated genes are shown. Terms in bold are significantly enriched (false discovery rate < 10%). ns = non-significant.
(TIF) Click here for additional data file.

S6 Fig Expression of key genes controlling angiogenesis, cell proliferation and extracellular matrix remodelling is reduced in U87 siRND3 cells. Heatmap representing expression profiles of a selection of differentially expressed genes related to extracellular processes.
(TIF) Click here for additional data file.

S7 Fig Ectopic expression of RND3 in low expressing RND3 cells induces aggressive cell behaviors. **A.** Western blot analyses with RND3 and tubulin antibodies on U87, T98G and 1321N1 cells. **B.** Western blot analyses with RND3 and tubulin antibodies on myc-RND3 expressing T98G and 1321N1 cells. **C.** Ectopic expression of RND3-GFP or myc-RND3 in T98G and 1321N1 cells. RND3-GFP or myc-RND3 are represented in green and F-actin/DAPI stainings in red and blue respectively. Scale bars, 10 μm.
(TIF) Click here for additional data file.

S8 Fig *In vivo* staining of Vimentin and Desmin after implantation of U87 siRND3 on the CAM. Biomicroscopic pictures from tumors grown on the CAM. **A-D.** Representative immunohistochemistry staining of vimentin (**A, B**) or desmin (**C, D**). Tumors derived from U87 siControl (**A, C**) or U87 siRND3 (**B, D**) cells. Magnifications: (**A, B**) x10; scale bar 200μm, (**C, D**) x20; scale bar 100μm.
(TIF) Click here for additional data file.

S9 Fig RND3 is predictive of survival in TCGA datasets. Kaplan-Meier survival curves of glioma patients partitioned by lower or higher RND3 expression and CNV in TCGA datasets. (**A**) The higher RND3 expression (n = 70) group has significantly lower survival rates than the low RND3 expression group (n = 165), p = 0.012, HR = 1.1–2.2. (**B**) The higher RND3 CNV (n = 317) group has significantly lower survival than the low RND3 CNV group (n = 119), p = 0.011, HR = 1.1–1.7.
(TIF) Click here for additional data file.

S10 Fig RND3 knockdown is maintained for 96 hours in U87 cells. RND3 expression determined by western blot in U87 cells 24, 48, 72 and 96 hours after transfection with RND3 siRNA.
(TIF) Click here for additional data file.

S11 Fig Western blot showing expression of RND3 within nuclear fraction of U87 cells. **A.** Detection of RND3 in whole cell lysates, nuclear fraction and cytoplasmic fraction of U87 cells determined by western blot. Lamin A/C and α-tubulin are included as exclusively nuclear/cytoplasmic controls respectively. **B.** Quantification of the western blot analysis by densitometry.
(TIF) Click here for additional data file.

S12 Fig RND3 is expressed within the nucleus. **A-B.**Fluorescence recovery after photo-bleaching (FRAP) time-course for U87 cells expressing RND3-GFP. Cells were bleached after indicated time point using 20 iterations of 488nm laser set to 100%. Same-sized regions were bleached in the (**A**) entire nucleus (n = 14 cells) and (**B**) fraction of the cytoplasm (n = 6 cells). Fluorescence recovery was monitored and data plotted normalised to pre-bleach fluorescence intensity ± standard deviation. **C**. Image series showing representative U87 cell expressing H2B-mcherry (red) and RND3-GFP (green), imaged in sequential 1um depth ‘slices’ through the cell.
(TIF) Click here for additional data file.

S13 Fig RND3 expression in Glioma subtypes. **A**. RND3 gene expression in patients with glioblastoma subtypes defined by Verhaak et al, 2010. Data consists of glioblastoma patients from the Cancer Genome Atlas database. **B**. Change in expression of genes characteristic of the mesenchymal subtype in U87 cells after RND3 silencing. **C**. Significance and percentage of variance in RND3 expression explained by univariate regression analysis using CNV or mRNA levels of frequently mutated genes in GBM. The top 5 models are shown. **D-E**. Variable weights from a Random forest correlation model linking (**D**) copy number variation [CNV] and somatic mutations [SNP:ID] or (**E**) copy number variation, gene expression [mRNA] and somatic mutations from the TCGA database to RND3 expression. Percentage of variance in RND3 expression explained: D– 13.97%, E– 21.04%. Plus or minus symbols indicate sign of the Spearman correlation value between RND3 and CNV/mRNA expression.
(TIF) Click here for additional data file.

S1 Text A novel modularization approach to integrating multiple functional genomics datasets. This document describes the background, methodology and performance of the novel multi-level data integration approach used in this study to generate the networks in Fig 6A.
(DOCX) Click here for additional data file.

S1 Table Functional enrichment analysis reveals common terms linked to genes correlated with RND3 expression and/or modulated by RND3 silencing. Significant enrichment indicated by bold text (false discovery rate < 10%).
(TIF) Click here for additional data file.

## References

[1] MaherEA, FurnariFB, BachooRM, RowitchDH, LouisDN, CaveneeWK, et al Malignant glioma: genetics and biology of a grave matter. Genes Dev. 2001;15: 1311–33. 10.1101/gad.891601 11390353

[2] ClausEB, BlackPM. Survival rates and patterns of care for patients diagnosed with supratentorial low-grade gliomas: data from the SEER program, 1973–2001. Cancer. 2006;106: 1358–63. 10.1002/cncr.21733 16470608

[3] FurnariFB, FentonT, BachooRM, MukasaA, StommelJM, SteghA, et al Malignant astrocytic glioma: genetics, biology, and paths to treatment. Genes Dev. 2007;21: 2683–710. 10.1101/gad.1596707 17974913

[4] OhgakiH, DessenP, JourdeB, HorstmannS, NishikawaT, Di PatreP-L, et al Genetic pathways to glioblastoma: a population-based study. Cancer Res. 2004;64: 6892–9. 10.1158/0008-5472.CAN-04-1337 15466178

[5] LeeJC, VivancoI, BeroukhimR, HuangJHY, FengWL, DeBiasiRM, et al Epidermal growth factor receptor activation in glioblastoma through novel missense mutations in the extracellular domain. PLoS Med. 2006;3: 2264–2273. 10.1371/journal.pmed.0030485 PMC170255617177598

[6] FanQW, ChengC, GustafsonWC, CharronE, ZipperP, WongR, et al EGFR Phosphorylates Tumor-Derived EGFRvIII Driving STAT3/5 and Progression in Glioblastoma. Cancer Cell. 2013;24: 438–449. 10.1016/j.ccr.2013.09.004 24135280PMC3819146

[7] ClarkeID, DirksPB. A human brain tumor-derived PDGFR-alpha deletion mutant is transforming. Oncogene. 2003;22: 722–733. 10.1038/sj.onc.1206160 12569364

[8] VerhaakRGW, HoadleyKA, PurdomE, WangV, QiY, WilkersonMD, et al Integrated genomic analysis identifies clinically relevant subtypes of glioblastoma characterized by abnormalities in PDGFRA, IDH1, EGFR, and NF1. Cancer Cell. 2010;17: 98–110. 10.1016/j.ccr.2009.12.020 20129251PMC2818769

[9] TalasilaKM, SoentgerathA, EuskirchenP, Rosland GV, WangJ, HuszthyPC, et al EGFR wild-type amplification and activation promote invasion and development of glioblastoma independent of angiogenesis. Acta Neuropathol. 2013;125: 683–98. 10.1007/s00401-013-1101-1 23429996PMC3631314

[10] RobertsPJ, DerCJ. Targeting the Raf-MEK-ERK mitogen-activated protein kinase cascade for the treatment of cancer. Oncogene. 2007;26: 3291–3310. 10.1038/sj.onc.1210422 17496923

[11] HollandEC, CelestinoJ, DaiC, SchaeferL, SawayaRE, FullerGN. Combined activation of Ras and Akt in neural progenitors induces glioblastoma formation in mice. Nat Genet. Nature Publishing Group; 2000;25: 55–7. 10.1038/75596 10802656

[12] SalhiaB, TranNL, ChanA, WolfA, NakadaM, RutkaF, et al The guanine nucleotide exchange factors trio, Ect2, and Vav3 mediate the invasive behavior of glioblastoma. Am J Pathol. 2008;173: 1828–1838. 10.2353/ajpath.2008.080043 19008376PMC2626393

[13] KatohH, HiramotoK, NegishiM. Activation of Rac1 by RhoG regulates cell migration. J Cell Sci. 2006;119: 56–65. 10.1242/jcs.02720 16339170

[14] KwiatkowskaA, DidierS, FortinS, ChuangY, WhiteT, BerensME, et al The small GTPase RhoG mediates glioblastoma cell invasion. Mol Cancer. 2012;11: 65 10.1186/1476-4598-11-65 22966858PMC3557187

[15] YanB, ChourHH, PehBK, LimC, Salto-TellezM. RhoA protein expression correlates positively with degree of malignancy in astrocytomas. Neurosci Lett. 2006;407: 124–126. 10.1016/j.neulet.2006.08.032 16978776

[16] HagedornM, JaverzatS, GilgesD, MeyreA, de LafargeB, EichmannA, et al Accessing key steps of human tumor progression in vivo by using an avian embryo model. Proc Natl Acad Sci U S A. 2005;102: 1643–8. 10.1073/pnas.0408622102 15665100PMC547849

[17] SantariusT, ShipleyJ, BrewerD, StrattonMR, CooperCS. A census of amplified and overexpressed human cancer genes. Nat Rev Cancer. 2010;10: 59–64. 10.1038/nrc2771 20029424

[18] FutrealPA, CoinL, MarshallM, DownT, HubbardT, WoosterR, et al A census of human cancer genes. Nat Rev Cancer. 2004;4: 177–183. 10.1038/nrc1299 14993899PMC2665285

[19] DanussiC, AkaviaUD, NiolaF, JovicA, LasorellaA, Pe’erD, et al RHPN2 drives mesenchymal transformation in malignant glioma by triggering RhoA activation. Cancer Res. 2013;73: 5140–50. 10.1158/0008-5472.CAN-13-1168-T 23774217PMC3805507

[20] SalhiaB, RuttenF, NakadaM, BeaudryC, BerensM, KwanA, et al Inhibition of Rho-kinase affects astrocytoma morphology, motility, and invasion through activation of Rac1. Cancer Res. 2005;65: 8792–8800. 10.1158/0008-5472.CAN-05-0160 16204049

[21] ReyesSB, NarayananAS, LeeHS, TchaichaJH, AldapeKD, LangFF, et al αvβ8 integrin interacts with RhoGDI1 to regulate Rac1 and Cdc42 activation and drive glioblastoma cell invasion. Mol Biol Cell. 2013;24: 474–82. 10.1091/mbc.E12-07-0521 23283986PMC3571870

[22] FortinSP, EnnisMJ, SchumacherCA, Zylstra-DiegelCR, WilliamsBO, RossJTD, et al Cdc42 and the guanine nucleotide exchange factors Ect2 and trio mediate Fn14-induced migration and invasion of glioblastoma cells. Mol Cancer Res. 2012;10: 958–968. 10.1158/1541-7786.MCR-11-0616 22571869PMC3516844

[23] RientoK, GuaschRM, GargR, JinB, RidleyAJ. RhoE binds to ROCK I and inhibits downstream signaling. Mol Cell Biol. 2003;23: 4219–29. Available: http://www.pubmedcentral.nih.gov/articlerender.fcgi?artid=156133&tool=pmcentrez&rendertype=abstract 1277356510.1128/MCB.23.12.4219-4229.2003PMC156133

[24] ChardinP. Function and regulation of Rnd proteins. Nat Rev Mol Cell Biol. 2006;7: 54–62. 10.1038/nrm1788 16493413

[25] LonjedoM, PochE, MocholíE, Hernández-SánchezM, IvorraC, FrankeTF, et al The Rho family member RhoE interacts with Skp2 and is degraded at the proteasome during cell cycle progression. J Biol Chem. 2013;288: 30872–82. 10.1074/jbc.M113.511105 24045951PMC3829402

[26] JM, BB, DB, BD, PK, ML, et al Regulation of Rnd3 localization and function by protein kinase Calpha-mediated phosphorylation. Portland Press Ltd.; 2009; Available: http://www.biochemj.org/bj/424/bj4240153.htm 10.1042/BJ20082377PMC286896619723022

[27] ZhuZ, TodorovaK, LeeKK, WangJ, KwonE, KehayovI, et al Small GTPase RhoE/Rnd3 Is a Critical Regulator of Notch1 Signaling. Cancer Res. 2014;74: 2082–93. 10.1158/0008-5472.CAN-12-0452 24525741PMC4031027

[28] LiJ, DengM, WeiQ, LiuT, TongX, YeX. Phosphorylation of MCM3 protein by cyclin E/cyclin-dependent kinase 2 (Cdk2) regulates its function in cell cycle. J Biol Chem. 2011;286: 39776–85. 10.1074/jbc.M111.226464 21965652PMC3220541

[29] MadhavanS, ZenklusenJ-C, KotliarovY, SahniH, FineHA, BuetowK. Rembrandt: helping personalized medicine become a reality through integrative translational research. Mol Cancer Res. 2009;7: 157–67. 10.1158/1541-7786.MCR-08-0435 19208739PMC2645472

[30] HengJI-T, NguyenL, CastroDS, ZimmerC, WildnerH, ArmantO, et al Neurogenin 2 controls cortical neuron migration through regulation of Rnd2. Nature. 2008;455: 114–118. 10.1038/nature07198 18690213

[31] MurphyC, SaffrichR, Olivo-MarinJC, GinerA, AnsorgeW, FotsisT, et al Dual function of rhoD in vesicular movement and cell motility. Eur J Cell Biol. 2001;80: 391–398. 10.1078/0171-9335-00173 11484930

[32] EllisS, MellorH. The novel Rho-family GTPase Rif regulates coordinated actin-based membrane rearrangements. Curr Biol. 2000;10: 1387–1390. 10.1016/S0960-9822(00)00777-6 11084341

[33] GampelA, ParkerPJ, MellorH. Regulation of epidermal growth factor receptor traffic by the small GTPase RhoB. Curr Biol. 1999;9: 955–958. 10.1016/S0960-9822(99)80422-9 10508588

[34] HuangM, DuhadawayJB, PrendergastGC, Laury-KleintopLD. RhoB regulates PDGFR-beta trafficking and signaling in vascular smooth muscle cells. Arterioscler Thromb Vasc Biol. 2007;27: 2597–2605. 10.1161/ATVBAHA.107.154211 17951322PMC4384698

[35] MatthysA, Van CraenenbroeckK, LintermansB, HaegemanG, VanhoenackerP. RhoBTB3 interacts with the 5-HT7a receptor and inhibits its proteasomal degradation. Cell Signal. 2012;24: 1053–1063. 10.1016/j.cellsig.2011.12.027 22245496

[36] LuA, PfefferSR. Golgi-associated RhoBTB3 targets cyclin E for ubiquitylation and promotes cell cycle progression. J Cell Biol. 2013;203: 233–50. 10.1083/jcb.201305158 24145166PMC3812982

[37] BaldwinRM, ParolinDAE, LorimerIAJ. Regulation of glioblastoma cell invasion by PKC iota and RhoB. Oncogene. 2008;27: 3587–95. 10.1038/sj.onc.1211027 18212741

[38] MaY, GongY, ChengZ, LoganathanS, KaoC, SarkariaJN, et al Critical functions of RhoB in support of glioblastoma tumorigenesis. Neuro Oncol. 2014; 10.1093/neuonc/nou228 PMC448306825216671

[39] ChanAY, ConiglioSJ, ChuangY, MichaelsonD, KnausUG, PhilipsMR, et al Roles of the Rac1 and Rac3 GTPases in human tumor cell invasion. Oncogene. 2005;24: 7821–7829. 10.1038/sj.onc.1208909 16027728

[40] ZhangH, ZhuW, SuX, WuS, LinY, LiJ, et al Triptolide inhibits proliferation and invasion of malignant glioma cells. J Neurooncol. 2012;109: 53–62. 10.1007/s11060-012-0885-5 22562416

[41] KhalilBD, HannaS, SaykaliBA, El-SittS, NasrallahA, MarstonD, et al The regulation of RhoA at focal adhesions by StarD13 is important for astrocytoma cell motility. Exp Cell Res. 2014;321: 109–22. 10.1016/j.yexcr.2013.11.023 24333506PMC4297755

[42] SasayamaT, NishiharaM, KondohT, HosodaK, KohmuraE. MicroRNA-10b is overexpressed in malignant glioma and associated with tumor invasive factors, uPAR and RhoC. Int J Cancer. 2009;125: 1407–13. 10.1002/ijc.24522 19536818

[43] GoldbergL, KloogY. A Ras inhibitor tilts the balance between Rac and Rho and blocks phosphatidylinositol 3-kinase-dependent glioblastoma cell migration. Cancer Res. 2006;66: 11709–17. 10.1158/0008-5472.CAN-06-1878 17178866

[44] YoonC-H, HyunK-H, KimR-K, LeeH, LimE-J, ChungH-Y, et al The small GTPase Rac1 is involved in the maintenance of stemness and malignancies in glioma stem-like cells. FEBS Lett. 2011;585: 2331–8. 10.1016/j.febslet.2011.05.070 21704033

[45] ZhouX, QianJ, HuaL, ShiQ, LiuZ, XuY, et al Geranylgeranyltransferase I promotes human glioma cell growth through Rac1 membrane association and activation. J Mol Neurosci. 2013;49: 130–9. 10.1007/s12031-012-9905-3 23073905

[46] PochE, MiñambresR, MocholíE, IvorraC, Pérez-AragóA, GuerriC, et al RhoE interferes with Rb inactivation and regulates the proliferation and survival of the U87 human glioblastoma cell line. Exp Cell Res. 2007;313: 719–31. 10.1016/j.yexcr.2006.11.006 17182035

[47] OngusahaPP, KimH-G, BoswellSA, RidleyAJ, DerCJ, DottoGP, et al RhoE is a pro-survival p53 target gene that inhibits ROCK I-mediated apoptosis in response to genotoxic stress. Curr Biol. 2006;16: 2466–72. 10.1016/j.cub.2006.10.056 17174923PMC2779528

[48] BekticJ, PfeilK, BergerAP, RamonerR, PelzerA, SchäferG, et al Small G-protein RhoE is underexpressed in prostate cancer and induces cell cycle arrest and apoptosis. Prostate. 2005;64: 332–40. 10.1002/pros.20243 15754346

[49] SunL, HuiA-M, SuQ, VortmeyerA, KotliarovY, PastorinoS, et al Neuronal and glioma-derived stem cell factor induces angiogenesis within the brain Cancer Cell. Neuro-Oncology Branch, National Cancer Institute/National Institute of Neurological Disorders and Stroke, National Institutes of Health, Bethesda, Maryland 20892, USA.; 2006;9: 287–300. 10.1016/j.ccr.2006.03.003 16616334

[50] IrizarryRA, HobbsB, CollinF, Beazer-BarclayYD, AntonellisKJ, ScherfU, et al Exploration, normalization, and summaries of high density oligonucleotide array probe level data. Biostat Oxford Engl. 2003;4: 249–264. Available: http://www.ncbi.nlm.nih.gov/pubmed/12925520 10.1093/biostatistics/4.2.24912925520

[51] BenjaminiY, HochbergY. Controlling the false discovery rate: a practical and powerful approach to multiple testing. J R Stat Soc Ser B Methodol. 1995;57: 289–300. 10.2307/2346101

[52] SubramanianA, TamayoP, MoothaVK, MukherjeeS, EbertBL, GilletteMA, et al Gene set enrichment analysis: a knowledge-based approach for interpreting genome-wide expression profiles. Proc Natl Acad Sci U S A. National Academy of Sciences; 2005;102: 15545–15550. 10.1073/pnas.0506580102 PMC123989616199517

[53] TarceaV, WeymouthT, AdeA. Michigan molecular interactions r2: from interacting proteins to pathways. Nucleic acids …. 2009;37 10.1093/nar/gkn722 PMC268656518978014

[54] StarkC, BreitkreutzB-J, RegulyT, BoucherL, BreitkreutzA, TyersM. BioGRID: a general repository for interaction datasets. Nucleic Acids Res. 2006;34: D535–D539. 10.1093/nar/gkj109 16381927PMC1347471

[55] PeriS, NavarroJD, AmanchyR, KristiansenTZ, JonnalagaddaCK, SurendranathV, et al Development of human protein reference database as an initial platform for approaching systems biology in humans. Genome Res. 2003;13: 2363–2371. 10.1101/gr.1680803 14525934PMC403728

[56] ChinC-S, SamantaMP. Global snapshot of a protein interaction network-a percolation based approach. Bioinformatics. 2003;19: 2413–2419. 10.1093/bioinformatics/btg339 14668225

[57] SuG, KuchinskyA, MorrisJH, StatesDJ, MengF. GLay: community structure analysis of biological networks. Bioinformatics. 2010;26: 3135–3137. 10.1093/bioinformatics/btq596 21123224PMC2995124

[58] MargolinA, WangK, LimW, KustagiM, NemenmanI, CalifanoA. Reverse engineering cellular networks Nat Protoc. Department of Biomedical Informatics, Columbia University, New York, New York 10032, USA.: Nature Publishing Group; 2006;1: 662–671. 10.1038/nprot.2006.106 17406294

[59] Van Der Laan MJ. A new algorithm for hybrid hierarchical clustering with visualization and the bootstrap. J Stat Plan Inference. 2003;117: 275–303. 10.1016/S0378-3758(02)00388-9

[60] RyanKR, LockFE, HeathJK, HotchinNA. Plakoglobin-dependent regulation of keratinocyte apoptosis by Rnd3. J Cell Sci. 2012;125: 3202–9. 10.1242/jcs.101931 22454524

[61] LockFE, HotchinNA. Distinct roles for ROCK1 and ROCK2 in the regulation of keratinocyte differentiation. PLoS One. 2009;4: e8190 10.1371/journal.pone.0008190 19997641PMC2780731

[62] AryeeMJ, Gutiérrez-PabelloJA, KramnikI, MaitiT, QuackenbushJ. An improved empirical bayes approach to estimating differential gene expression in microarray time-course data: BETR (Bayesian Estimation of Temporal Regulation). BMC Bioinformatics. 2009;10: 409 10.1186/1471-2105-10-409 20003283PMC2801687

[63] TusherVG, TibshiraniR, ChuG. Significance analysis of microarrays applied to the ionizing radiation response. Proc Natl Acad Sci U S A. 2001;98: 5116–5121. 10.1073/pnas.091062498 11309499PMC33173

[64] DittrichMT, KlauGW, RosenwaldA, DandekarT, MullerT. Identifying functional modules in protein-protein interaction networks: An integrated exact approach. Bioinformatics. 2008;24 10.1093/bioinformatics/btn161 PMC271863918586718

# Supplementary material for: Inference of Low and High-Grade Glioma Gene Regulatory Networks Delineates the Role of Rnd3 in Establishing Multiple Hallmarks of Cancer
**Source:** PLoS Genet. 2015 Jul 1;11(7):e1005325. doi: 10.1371/journal.pgen.1005325
**Supplement:** S1 Text — This document describes the background, methodology and performance of the novel multi-level data integration approach used in this study to generate the networks in Fig 6A.

# **Text S1: A novel Modularization Approach to Integrating Multiple Functional Genomics Datasets**

## Background

Approaches for identification of sub-networks integrating physical interactions derived from the literature and mRNA expression data has been developed by several groups. These approaches are either aiming at identify sub-networks whose genes are differentially regulated between various experimental conditions [65], [64] or are highly co-regulated [66] [67]. Ideker *et al*. [65] proposed a heuristic approach aiming to identify modules in protein-protein interaction networks that were enriched with differentially expressed genes. In their paper, Ideker *et al.* demonstrated the usefulness of this approach integrating yeast protein interaction with gene expression data measured from 20 perturbations to the yeast galactose utilization pathway. Scott *et al.* addressed the same challenge using a graph theory approach based on Steiner trees [68]. In their method, they applied an approximation algorithm developed by Klein *et al.* [69]. Dittrich *et al*.has also tackled this problem using Steiner Trees, but they have used an algorithm developed by Lubic *et al.* [70], which can solve Steiner Tree problems to optimality. This methodology had excellent performances on the simulated data and out-performed the alternative methodology which used a heuristic search. Other approaches have been developed to identify functional modules, whose members are highly co-regulated [66] [67]. In these methodologies, edges based scoring functions are introduced in order identify modules with high scores.

However, so far a methodology integrating node and edge properties is missing. If available, such procedure would allow the identification of network modules integrating three different levels of information. For example, protein-protein interaction modules that are enriched with genes differentially expressed between two or more experimental groups and also co-regulated across a large numbers of experimental perturbations (e.g. different genetic backgrounds or across a patient population). Here, a new method addressing this challenge is presented, which is derived from the procedure developed by Dittrich *et al.* [64]. The novel methodology has a high sensitivity and specificity on simulated data and its application to the RND3 biological dataset yields relevant hypothesis.

## Methodology

### The Modularization Approach

The proposed methodology aims to identify sub-networks of a larger molecular interaction network, whose elements share several functional properties. Various properties could be used to construct and score the initial network depending on the question to be addressed. In this case, these properties include the integration of three generalised levels of information in a network context. In the presented case study, the p-values derived from the mass spectrometry data representing the targets of Rnd3 protein are used for scoring the nodes and the correlation between the genes during the timecourse of tumour development in the CAM model are used for scoring the edges.

This problem has recently been proven to be equivalent to a Prize-Collecting Steiner Tree Problem (PCST) [68] [64]. Briefly, in a PCST the nodes represents the profits and the edges represent the costs. Networks are scored by computing the sum of the profits subtracted by the sum of the cost of its members. The goal is to identify sub-networks with the highest score. Therefore, the node scoring function should transform low-p-values into higher node profits. Similarly, since highly correlated genes have higher correlation coefficients the edge scoring function should express these gene-to-gene connections with a lower edge cost.

### Constructing interaction networks

The first step is the construction of interaction networks and the selection of the database to use is crucial. A number of databases have been developed in the past few years. Some of them are publicly available (for a review [71]) and others are accessible in the context of commercial software packages [72]. In this application, we have used the BioNet R package in order to access the HPRD database [55] [73] and extract an interaction network consisting of 36504 literature-curated interactions between 9392 different proteins. HPRD is the most comprehensive human protein-protein interaction database being developed to date and contains the large majority of interactions (75%) available in other similar databases such as BIND, DIP and BIOGRID [71].

### Scoring the network

Once the interaction network is constructed, the nodes and the edges in the networks are scored as described below.

**Node Scores**

Each node is scored as a function of a *p-value* derived from a statistical test. This can be the output of any statistical procedure comparing two or more experimental groups. It may also represent a measure of confidence that assign a particular property to a node such as a target gene. The score for each node is defined as:

, (1)

whereis the score of the gene and is the associate p-value of the gene derived from the differential expression analysis or confidence value. This basic score for each gene allows us to obtain larger scores for smaller p-values.

**Edge Scores**

Each network edge is scored as a function of a correlation coefficient. This can be either a standard correlation coefficient or mutual information. For smaller datasets (*less than* 40 samples) a descriptive measure of dependency such as the Spearman correlation coefficient may be more appropriate whereas MI can be more effective with larger sample size [74].

The edge score is defined as:

, (2)

where, *I* is the correlation coefficient (or MI) between genes and , and w is a weight. The final scoring function to maximize is dependent on the edge (2) and node score (1), therefore the contribution of the cost (i.e., edge score) can be increased or decreased using the weight parameter *w* in (2). The size of the identified sub-network depends on this parameter.

In the study case data, the Spearman correlation between genes in the tumour data has been computed in R.

### Scoring sub-networks

The aim of the procedure is to identify the highest sub-networks that are scored by computing the sum of the profits subtracted by the sum of the cost of its members. For a given sub-network A with a set of nodes N and a set of edges E, the module score *scoreA* is then defined as follows:

**(3)**

The scores of a node and the score of an edge  are computed by applying equations (1) and (2) respectively.

### The algorithm to identify sub-network with highest score in the interaction network

In order to identify the sub-network with highest score in the interaction network, the algorithm developed and implemented in [70] was used. This algorithm has been shown to solve the Price Collecting Steiner Tree (PCST) problems to optimality. For this, they have first transformed the mathematical problem of identifying the sub-network with the maximum score into an equivalent problem called a Steiner arborescence problem. They have shown that a feasible arborescence with minimum total edge corresponds to an optimal PCST. The proofs can be found in [70]. Here, an example is given demonstrating the transformation of the tree in **Figure 1**. To identify the minimum Steiner arborescence tree, they have used integer linear formulation and a branch and cut framework using the software dhea [70]. For this, several types of constraints (connectivity, asymmetry and flow balance) are introduced and violated constraints are identified iteratively until all constraints are satisfied.

This software is implemented using IBM ILOG CPLEX Optimizer, which is a high-performance mathematical programming solver for integer linear programming*.* For academic users, CPLEX is available with no-charge via IBM’s Academic Initiative program.

### Correcting the network score for random effects

It is of crucial importance to test the likelihood of the module of being occurred by chance. On this account, the z-score of the sub-network separately for edges and nodes were computed as follows:

For a given sub-network A of size K =k, an edge z-score is then defined as:

(4)

where and are respectively the mean and standard deviation of network edge scores (as defined in (2)) computed for 1000 random sub-networks of size K.

Similarly,for a given sub-network A of size K =k, the node z-score is defined as:

(5)

where and are respectively the mean and standard deviation of network node scores (as defined in (1)) computed for 1000 random sub-networks of size *k*. In this application, these were estimated from the module score (calculated using equation (4) and (5)) distribution derived from resampling 1000 random sub-networks of size K.

### Searching for independent multiple sub-networks

The algorithm used ensures identification of the sub-network with the highest score with the given profits and costs [70]. The contribution of the cost to the scoring function can be scaled using the parameter *w* in equation (2) in order to obtain sub-networks with various sizes. It is then possible to compare these networks by their z-scores derived from (4) and (5) and choose the network using the value and the highest z-score divided by the square root of the edge or node size. The chosen sub-network is removed from the interaction network before the search procedure is restarted to identify other independent sub-networks iteratively. These iterations are repeated until there are no networks with acceptable p-values calculated using (3) and (4). The original algorithm can also provide the suboptimal solutions using hamming distance. However, the iterative procedure allows identification of completely independent networks that are relatively small and easy to interpret.

### Method validation on a simulated search space

We have created two simulated search space based on a dataset containing 44000 probes and 54 samples, and its integrated network comprising 4540 genes and 14903 interactions. In one simulated search space, three modules of size 22 nodes were selected randomly and in the second search space three networks of size 55 nodes were selected randomly. Genes belonging to these *a priori* defined modules are set signal p-values uniformly distributed between 0 and 0.10 and background noise p-values uniformly distributed between 0 and 1.

The degree of co-expression between different genes is simulated such that genes are only associated by high MI values if they are part of the same *a priori* defined modules. However, different intervals have been chosen. Modules have relatively low, high and very high pairwise MI values (**Figure 2**).

### Performance of the approach on the simulated data

The identified modules have a recall of 0.8, 0.9 and a precision of 1, 1 for the *a priori* network defined with the highest significance of size 22 (**Figure 3A**) and 55 nodes (**Figure 3B**) respectively. In the medium interval, the identified modules have a recall precision of 0.79 and a precision of 0.90 with modules of 22 nodes (**Figure 3C**). The module *a priori* defined with 55 nodes has precision of 1 and recall 0.74 in the medium interval respectively (**Figure 3D**).

## References

65. Ideker T, Ozier O, Schwikowski B, Siegel AF. Discovering regulatory and signalling circuits in molecular interaction networks. Bioinformatics. 2002;18 Suppl 1: S233–S240. doi:10.1093/bioinformatics/18.suppl_1.S233

66. Maraziotis IA, Dimitrakopoulou K, Bezerianos A. Growing functional modules from a seed protein via integration of protein interaction and gene expression data. BMC Bioinformatics. 2007;8: 408. doi:10.1186/1471-2105-8-408

67. Sameith K, Antczak P, Marston E, Turan N, Maier D, Stankovic T, et al. Functional modules integrating essential cellular functions are predictive of the response of leukaemia cells to DNA damage. Bioinformatics. 2008;24: 2602–2607. doi:10.1093/bioinformatics/btn489

68. Scott MS, Perkins T, Bunnell S, Pepin F, Thomas DY, Hallett M. Identifying regulatory subnetworks for a set of genes. Mol Cell Proteomics. 2005;4: 683–692. doi:10.1074/mcp.M400110-MCP200

69. Klein PN, Ravi R. A Nearly Best-Possible Approximation Algorithm for Node-Weighted Steiner Trees. J Algorithms. 1995;19: 104–115. doi:10.1006/jagm.1995.1029

70. Ljubi?? I, Weiskircher R, Pferschy U, Klau GW, Mutzel P, Fischetti M. An algorithmic framework for the exact solution of the prize-collecting steiner tree problem. Mathematical Programming. 2006. pp. 427–449. doi:10.1007/s10107-005-0660-x

71. Lehne B, Schlitt T. Protein-protein interaction databases: keeping up with growing interactomes. Hum Genomics. 2009;3: 291–297. doi:E54180217L822J23 [pii]

72. Maier D, Kalus W, Wolff M, Kalko SG, Roca J, Marin de Mas I, et al. Knowledge management for systems biology a general and visually driven framework applied to translational medicine. BMC Syst Biol. 2011;5: 38. doi:10.1186/1752-0509-5-38

73. Mishra GR, Suresh M, Kumaran K, Kannabiran N, Suresh S, Bala P, et al. Human protein reference database--2006 update. Nucleic Acids Res. 2006;34: D411–D414. doi:10.1093/nar/gkj141

74. Margolin AA, Nemenman I, Basso K, Wiggins C, Stolovitzky G, Favera RD, et al. ARACNE: An Algorithm for the Reconstruction of Gene Regulatory Networks in a Mammalian Cellular Context. BMC Bioinformatics. 2006;7: S7. doi:10.1186/1471-2105-7-S1-S7

## Text S1 - Figure Legends

### Figure 1 - Transformation into a Steiner Arborescence problem for identifying an optimal Price Collecting Steiner Tree.

**A-C.** An example of a graph G with three nodes of weight 3, 10 and 0 and with edges of weight 2 and 7. The optimal sub-network in this graph has a score of 11 and contains the nodes scored by 3 and 10 (calculated using equation 3). In order to identify the optimal sub-network, the graph is first transformed into a Steiner arborescence problem. For this, first an artificial root R is inserted in the graph **B**. Then a direct edge from R to all other nodes in G with score higher than zero is introduced and the edge is scored using equations in **C**. Arcs between all other nodes are introduced and the cost is recomputed using equations in **C**.

**D.** A feasible arborescence with minimum total edge score corresponds to an optimal PCST, i.e. best solution.

**Figure 2 - Generation of a priori defined modules in the simulated search space.**

### Figure 3 - Accuracy of the identified modules.

**A** and **B** represent the modules pre-defined in the high MI interval respectively with 22 nodes or 55 nodes.

**C** and **D** represent the modules pre-defined in the intermediate MI interval respectively with 22 nodes or 55 nodes.

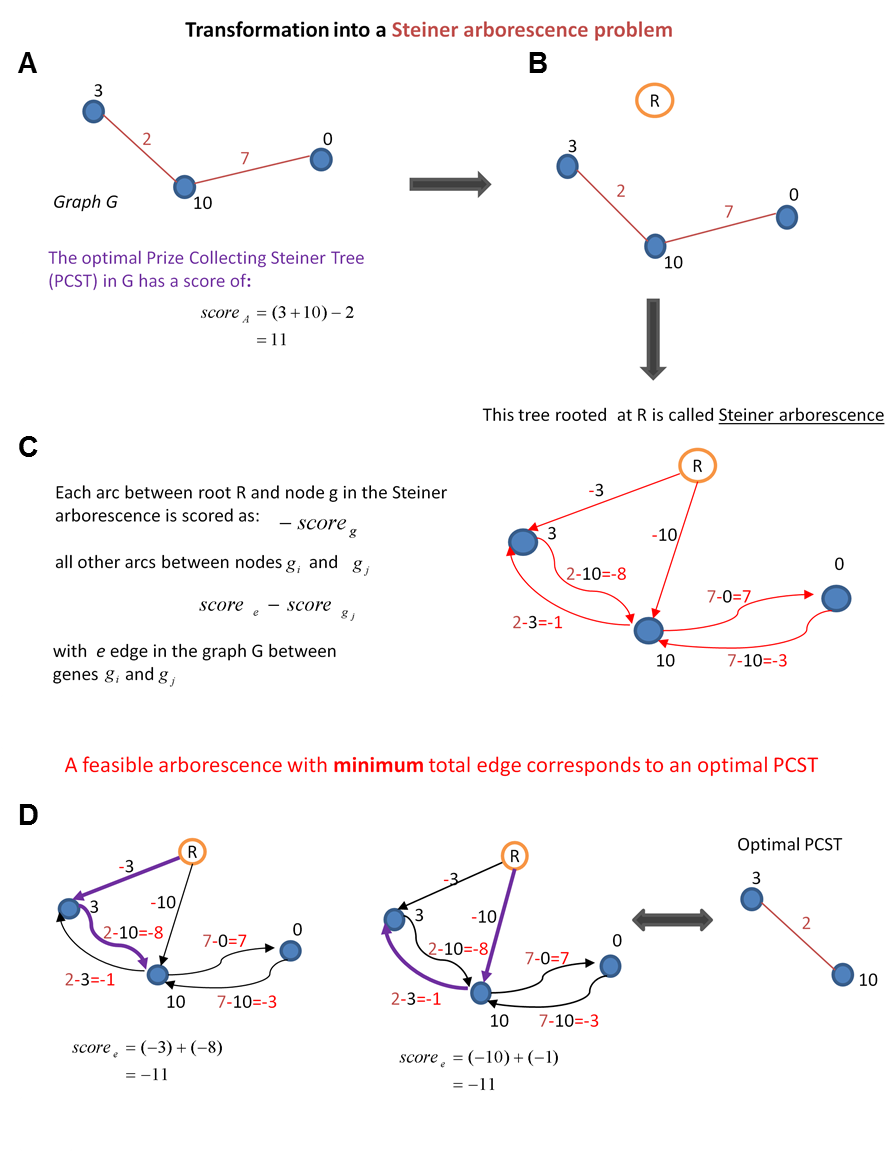

**Figure 1 - Transformation into a Steiner Arborescence problem for identifying an optimal Price Collecting Steiner Tree.**

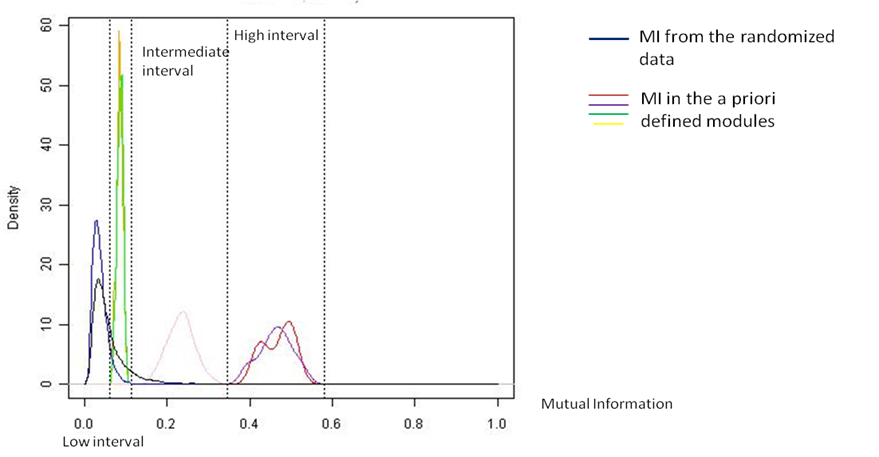

**Figure 2 - Generation of *a priori* defined modules in the simulated search space.**

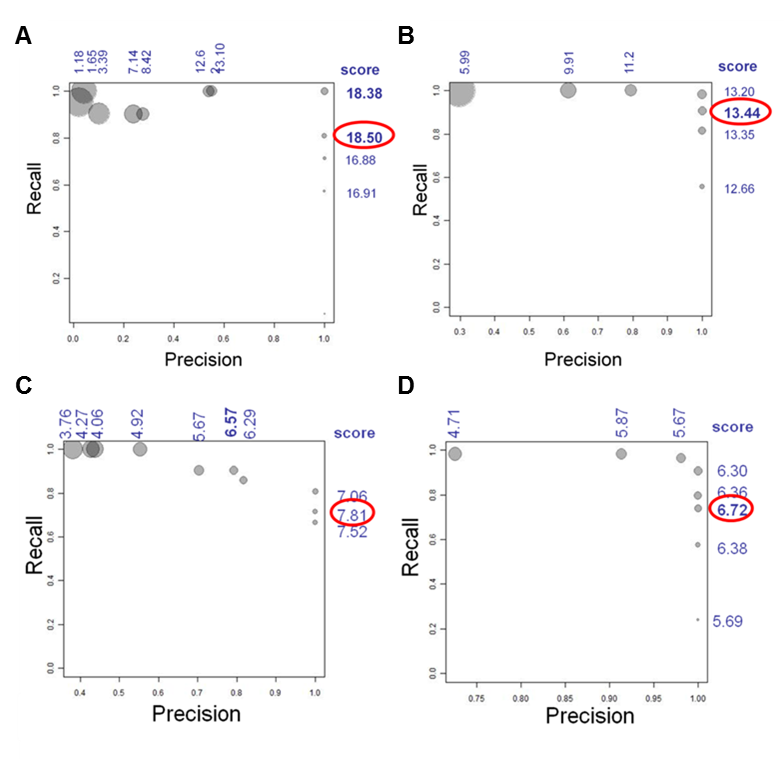

**Figure 3 - Accuracy of the identified modules.**

How the deposited data were processed for this re-analysis (not part of the article)

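Gene expression was measured in U87 tumours growing on the CAM and in U87 cells in culture. Chicken arrays measured CAM at the site of implantation (stroma), CAM distant from it and CAM before implantation. The human arrays comprised 29 tumour arrays of 10 time points, 3 culture arrays and 1 tumour array labelled developmental day 16. The chicken arrays comprised 29 stroma arrays, 30 distant CAM arrays and 3 arrays of CAM before implantation, with 2 further arrays labelled developmental day 16 that were not used here. Time points were assigned from the labels, in steps of 12 hours. The RND3 knock-down, the patient data and the array comparison of reference RNA pools were not analysed here.

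The authors labelled RNA with Cy3, hybridised it to 1-colour Agilent arrays and read each spot's intensity with Feature Extraction software. The deposited processed signal is an intensity after background subtraction by that software and is not normalised between arrays. The authors also deposited a table of log2 values for each species. Its ranks equal those of the median signal of each spot, with a Spearman correlation of 1, and its columns share a distribution, so it was quantile normalised without background subtraction. It served as an alternative.

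Processed signals were taken to log2 and quantile normalised over the 33 human arrays and, separately, over 62 chicken arrays, with control spots and spots marked as outliers left out and spots of a probe averaged. Probes well above background on at least 2 arrays of at least 1 group entered the tests. For human arrays 31654 probes were tested in the comparisons of 2 groups and 31440 across the time points, and for chicken arrays 31575. Moderated tests were made with limma 3.58.1 in R 4.3.3, with Benjamini-Hochberg adjustment. Comparisons of 2 groups used an adjusted p under 0.05. The test across the time points used an adjusted p under 0.001 and a range of means of at least 1 on the log2 scale, following the fold change and the alpha of the methods, with limma's F test in the place of BETR. HOPACH clusters and ARACNE networks were not repeated. The steps were tested on simulated data with known changes.

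Counts are of distinct transcript identifiers. The human files hold transcript identifiers and no gene names, and the reference used here lists chicken genes, so human genes were not named. The analyses planned on named human genes were therefore not run. The rule for naming genes was every gene the paper names for the time course, and the largest rises and falls between 12 to 36 and 48 to 120 hours among probes that passed the threshold and were well above background on every array of at least 1 time point. With no names, the 2 largest rises and 2 largest falls by that rule are given by probe. The rule for chicken genes asked for a symbol in the files, which hold none, so none was named. Of 42034 chicken probes, 51 carry an identifier that the reference pairs with a symbol.

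The depth of an array was described by the 75th percentile of its processed signal and by the share of spots well above background. The number of arrays per time point, 3 or 2, limits the precision of each comparison between neighbouring time points. In simulated data a change of 1 on the log2 scale was recovered for 67.5% of the changed probes between 12 to 36 and 48 to 120 hours. The simulations used independent noise with 1 spread per probe, so their shares need not hold for the real arrays.

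The alternatives were scaling to the 75th percentile, normexp background correction with an offset of 50, the authors' log2 values, no filter and a stricter filter on dim probes, blocks for slide, scan date and replicate number, other thresholds, culture as time 0 and leaving out arrays. They were chosen before the data were examined. A covariate for the raw 75th percentile of each array and the slide as a random block for the chicken arrays were added afterwards. Normexp was run on the median signal, because the files hold no mean signal. Random blocks used a consensus correlation estimated on 1 in 5 probes.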

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

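The fits with the raw 75th percentile of each array as a covariate, and their exchanges of arrays, were chosen only after the results had been seen, and the correlation of stroma with tumour arrays was chosen after the counts of transcripts and before its own value had been seen.

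The paper's methods describe chicken arrays, but the paper gives no results for the stroma and distant CAM arrays. These showed a large difference between the stroma (CAM at the site of implantation) and distant CAM. Of 31276 chicken transcript identifiers, 19412 differed at an adjusted p under 0.05 (limma with Benjamini-Hochberg adjustment, 29 stroma and 30 distant CAM arrays), 7440 higher and 11984 lower in stroma. The median change of all probes was -0.16 on the log2 scale, and under 75th-percentile scaling, with a median of -0.07, 8921 were higher and 8957 lower. At least 1 on the log2 scale separated 4628, of which 3021 were higher and 1608 lower. Of 100 exchanges of stroma and distant CAM within time points, the real one included, 1 gave as many, and the largest count of the others was 3, so a chance assignment of single arrays can be excluded. These exchanges do not keep slides together. Of 16 slides, 7 held stroma and no distant CAM, 8 held distant CAM and no stroma, and 1 held both, while 3 of 5 scan dates held both. The slide as a random block gave 18219 and scan date as a block 13651, and a systematic difference between the slides of the 2 tissues stays open. Stroma arrays had a lower raw 75th percentile (median 154) than distant CAM arrays (median 284). With that percentile as a covariate 11270 identifiers still differed. With the covariate in every fit, 1 of 100 exchanges within time points, the real one, gave as many, and the largest count of the others was 4, which argues against a linear effect of the array's signal as the whole cause. Human RNA in the stroma samples stays open. Within time points, the difference signature of a stroma array had a correlation of 0.363 with the raw 75th percentile of the tumour array of the same number (Spearman's rho 0.255, n = 29, permutation p = 0.221 and 0.305, adjusted over 5 tests 0.277, and over 4 tests 0.407 for rho), and without the 2 arrays farthest from the median it was 0.272. The number of arrays and the uncertain pairing of their numbers keep it open. A difference between the tissues is also open and was not tested. Of 41 tested probes whose identifier the reference pairs with a symbol, 36 differed, 18 higher and 18 lower in stroma.

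The difference between stroma and distant CAM was not the same on the earlier and the later arrays. For 951 identifiers it differed between 48 to 120 hours and 12 to 36 hours in a test of the interaction (limma with Benjamini-Hochberg adjustment), with the stroma difference higher later for 720 and lower for 231. Of 100 exchanges of time points within each tissue, the real one included, 1 gave as many identifiers, and the largest count of the others was 8. These exchanges do not keep slides together. No slide held distant CAM arrays of both periods, so slide and period cannot be told apart in that tissue. Single replicate numbers decide the size of this count, which was 74 without replicate 1, 572 without replicate 2 and 154 without replicate 3. It was 722 with the slide as a random block, 1486 with scan date as a block and 1423 with the raw 75th percentile as a covariate. With the covariate in every fit, 1 of 100 exchanges of time points, the real one, gave as many, and the largest count of the others was 146, which argues against a linear effect of signal as the whole cause. Human RNA in the stroma samples at later times, and a response of the stroma to the tumour, stay open and were not tested for this change. A difference between slides stays open too.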

How the results depend on the processing

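The fits with the raw 75th percentile as a covariate and the slide as a random block were chosen after the data had been examined, and the other alternatives before. The planned analyses of named human genes and gene lists, and their alternatives, were not run, because the files do not pair identifiers with names. The causes of the changes below were not tested, except that a higher threshold on the size of the change leaves no more calls by construction.

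Counts are given in the order culture to 12, 12 to 24, 24 to 36, 36 to 48, and 12 to 36 against 48 to 120 hours, where they were 9945, 34, 82, 54 and 13165, followed by the count across the 10 time points, 586. The first and the fifth stayed within 1.5 times under 8 and 7 of 10 alternatives, the second under 4, the third and the fourth under 5 each, and the last under 8 of 13. With the slide as a block all 6 moved, to 2420, 11, 3251, 5, 3891 and 24. With the raw 75th percentile as a covariate 5 moved, to 5838, 8, 0, 1181 and 37, the third staying within 1.5 times. The 0 is the limma count from 36 to 48 hours, where 3031 identifiers had an unadjusted p under 0.05. Across the 10 time points, scan date as a block gave 289, an adjusted p under 0.05 gave 6120 and culture added as time 0 gave 3155. A change of at least 1 on the log2 scale left 4299 between 12 to 36 and 48 to 120 hours.

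The counts of the 3 later intervals between neighbouring time points also moved under other settings. From 12 to 24 hours the count was 3 with normexp, 0 with the authors' values (limma, with 3969 identifiers at an unadjusted p under 0.05), 52 without a filter and 5 with the stricter filter. From 24 to 36 hours it was 1 with 75th-percentile scaling, 51 with normexp, 39 with the authors' values and 29 with the stricter filter. From 36 to 48 hours it was 2 with 75th-percentile scaling, 90 without a filter and 30 with the stricter filter.

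Scaling changed the share of higher calls. With 75th-percentile scaling it went from 45.1% to 63.9% for culture to 12 hours (7711 higher and 4365 lower), from 82.4% to 96.2% for 12 to 24 hours (25 and 1), from 56.1% to 100% for 24 to 36 hours (1 and 0), from 85.2% to 50% for 36 to 48 hours (1 and 1), from 56.3% to 39.7% for 48 to 120 hours (5603 and 8511) and from 74.7% to 51.3% across the 10 time points (282 and 268). The median change of all probes between 12 to 36 and 48 to 120 hours went from 0.08 to -0.1. Normexp gave 0 higher and 3 lower from 12 to 24 hours, 36 and 15 from 24 to 36 hours, and 28 and 13 from 36 to 48 hours. The authors' values gave 26 and 13 from 24 to 36 hours, and 27 and 13 from 36 to 48 hours. For stroma against distant CAM the share went from 38.3% to 49.9% with 75th-percentile scaling (8921 and 8957).

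For the chicken arrays, 19412 identifiers differed between stroma and distant CAM, with 11270 under the covariate and 4628 at a change of at least 1 on the log2 scale. The change of this difference with time had 951, with 1486 for scan date as a block and 581 at a change of at least 1. Each of these 2 counts stayed within 1.5 times under the other 7 alternatives. The slide could be fitted for these arrays only as a random block (18219 and 722), so the random block added later is the same fit as the planned one.

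Leaving out 1 array gave 6923 to 9164 identifiers for culture to 12 hours, 3 (without replicate 1 of 12 hours) to 2462 (without replicate 1 of 24 hours) for 12 to 24 hours, 46 (without replicate 1 of 36 hours) to 1015 (without replicate 3 of 24 hours) for 24 to 36 hours, 0 (limma, without replicate 3 of 48 hours, 2868 at an unadjusted p under 0.05) to 1347 (without replicate 3 of 36 hours) for 36 to 48 hours, 11594 to 13678 for 48 to 120 hours, and 327 (without replicate 3 of 12 hours) to 999 (without replicate 3 of 24 hours) across the time points. Leaving out a replicate number gave 15750 to 16942 for stroma against distant CAM and 74 (without replicate 1) to 572 (without replicate 2) for its change with time.

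The replicate number as a block gave 10084, 38, 85, 62, 13225 and 583 for the human counts, and the pairs of stroma and distant CAM arrays as a block gave 20310 and 1369. None moved by over 1.5 times. Arrays of the same number in neighbouring time points did not deviate together, with correlations across probes of -0.32 to 0.42 and 4 of 12 over 0.1. For stroma and distant CAM they ran from -0.071 to 0.52, with 25 of 29 over 0.1. Most of these pairs thus shared a deviation, which goes with a pairing. The main fit did not take the numbers as pairs, and the counts with pairs as a block are those given above.

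A chance assignment of single arrays can be excluded for the count across the 10 time points and for 48 to 120 against 12 to 36 hours. Of 100 reassignments of the tumour arrays to time points, the real one included, 1 gave as many in each case. The largest counts of the others were 14 and 1550. These reassignments do not keep slides together. With the slide as a block the counts fell to 24 and 3891, so a difference between slides stays open as a part of them. With 10 splits of 3 arrays against 3, the share of splits cannot go under 0.05. For culture to 12 hours 1 split, the real one, gave as many, and the largest count of the others was 1 against 9945. As many identifiers were called in 4 splits for 12 to 24 hours, in 8 for 24 to 36 hours and in 4 for 36 to 48 hours, the real split included, with largest other counts of 1186, 2154 and 352, so chance is not excluded for these 3.

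The share of spots well above background had its lowest median among the time points at 24 hours, 60.6%. Whether this limits the tests at 24 hours was not tested. The median SD within a time point was 0.611 on the log2 scale at 24 hours and 0.519 at 36 hours, against 0.192 in culture.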

Differences from the paper's values

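No test in this part was chosen only after the result had been seen, except the placing of probes by the time at which they had moved by 50% of their range.

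The paper's number of genes differentially expressed across the time course is 2999, and 586 transcript identifiers were found here. The values are in different units, genes and transcript identifiers. They also come from different tests. Here limma's F test with Benjamini-Hochberg adjustment stood in for BETR, which was not run. The paper names a human array of a larger format than that of the deposited files, which hold 43376 spots per array without controls, and its removal of probes that bind RNA of both species was not repeated here. What these differences do to the count was not tested. Of the alternatives set before the data were examined, culture added as time 0 gave 3155, within 1.5 times of the paper's value. No other came within 1.5 times of it. An adjusted p under 0.05 in place of the stricter main threshold gave more, 6120, so the count depends strongly on the threshold. The rest gave fewer, with 550 for 75th-percentile scaling, 422 for normexp, 542 for the authors' values, 510 without a filter, 453 with the stricter filter, 24 for the slide, 289 for scan date and 583 for the replicate number as a block, 568 at a range of at least 1.5, 572 for a change from 12 hours and 327 to 999 with 1 array left out. The paper describes 10 time points after implantation, and its text does not name culture as a time point. It also places clusters in a class of 1 to 12 hours, which needs a level before 12 hours, so whether the authors used culture is not known.

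The paper describes the response of 13 to 24 hours as a wave of repression. Between 12 and 24 hours 28 identifiers were higher and 6 lower. More were lower than higher with normexp (0 higher and 3 lower) and without replicate 3 of 24 hours (178 higher and 286 lower). In 4 of 10 splits of these arrays, the real one included, as many identifiers were called as in the main test. Chance is therefore not excluded, and the balance does not decide about the paper's description.

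The paper places no cluster between 25 and 36 hours. Between 24 and 36 hours 82 identifiers were differentially expressed, and 74 of 624 probes had moved by 50% of their range within this interval when counted from culture and 68 when counted from 12 hours. For single probes and not clusters, 174 and 370 reached this point after 48 hours, a period in which the paper places no cluster. With 75th-percentile scaling the count between 24 and 36 hours was 1. In 8 of 10 splits of these arrays, the real one included, as many as 82 were called, so chance is not excluded.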

Other observations

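The tests of arrays with overlapping raw signal, of probes not detected in culture, of the reversal after 12 hours and the covariate fit with its reassignments of time points were chosen only after the change between the 12 to 36 hour and the 48 to 120 hour tumours had been seen, and the rule for reading the correlations was made stricter, to adjusted p values, after their first results.

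The raw signal of the tumour arrays and the time after implantation went together, with a lower signal at 12 to 36 hours than later. Both may contribute to the change from 12 to 36 hours to 48 to 120 hours, and the arrays separate them in part. With the raw 75th percentile as a covariate 1181 identifiers differed in place of 13165. With the covariate in every fit, 1 of 100 reassignments of time points, the real one, gave as many, and the largest count of the others was 301. This argues against a linear effect of the signal as the whole cause, and leaves open an effect that is not linear and the part of the change that is due to signal. Within time points, the score of an array on the 48 to 120 hour signature had a correlation of 0.531 with its raw 75th percentile (Spearman's rho 0.547, n = 29, permutation p = 0.024 and 0.0134), and 0.597 without the 2 arrays farthest from the median. Adjusted over 5 tests the p for r was 0.085, and over 4 tests the p for rho was 0.0537, so neither passes 0.05. A lower share of human RNA in the labelled RNA of the earlier tumours is a candidate explanation that this does not settle. Among arrays whose raw 75th percentile lay between 240 and 533, the 8 later arrays scored 0.86 higher than the 3 earlier ones (0.6 with SD 0.52 against -0.27 with SD 0.45) on a signature defined on the other arrays, where the difference was 2.24. The two-sided exact permutation test over 165 splits gave p = 0.0424, and 0.085 after adjustment over the same 5 tests. The medians of the raw 75th percentile in these groups were 454 and 383, so the match is not exact. In this comparison of arrays with overlapping signal, the raw signal of the array cannot be told apart from time, because 3 earlier arrays are few and the signal differs between the periods. A change of the tumour with time after implantation stays open. So does a difference between slides, which the reassignments do not keep together.

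Chicken RNA on the human arrays was asked about through the 367 probes that were higher at 48 to 120 hours and not well above background on any culture array. Their median correlation with the raw 75th percentile within time points was 0.225, against 0.232 for the 8423 other probes that rose, where a negative value was predicted if chicken RNA were the source. The test presumes that the raw signal follows the share of human RNA, which is not established, so chicken RNA cannot be told apart from expression in the tumour for these probes.

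Stroma and tumour arrays of the same time point and number were predicted to differ inversely in raw signal if both carried RNA of the same tissue piece. Within time points their raw 75th percentiles had a correlation of 0.514 (Spearman's rho 0.421, n = 29, permutation p = 0.051 and 0.0846, adjusted 0.085 over 5 tests and 0.169 over 4), and 0.319 without the 2 arrays farthest from the median. The sign is opposite to the prediction but the adjusted p does not pass 0.05. For distant CAM the correlation was -0.241 (Spearman's rho -0.143, permutation p = 0.387 and 0.552, adjusted 0.387 and 0.552), and -0.147 without the 2 farthest arrays.

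Changes from culture to 12 hours and from 24 and 36 hours to 48 to 120 hours, which share no arrays, went opposite ways. Across 31654 probes the Pearson correlation was -0.621 and Spearman's rho -0.611. Probes are not independent replicates, so no p is given. Of 2962 probes that changed by at least 1 on the log2 scale in both, 2858 (96.5%) had opposite signs. The raw 75th percentile also fell and later rose, with medians of 919 in culture and 383 at 12 hours. Its median was 150 at 24 hours, 206 at 36 hours and 617 over the arrays of 48 to 120 hours. An effect of the raw signal on both changes therefore stays open. No explanation of the opposite changes was tested.

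The tumour array labelled developmental day 16 scored 1.27 on the 48 to 120 hour signature, where the arrays of 48 to 120 hours scored -0.38 to 1.47 and those of 12 to 36 hours -1.56 to -0.02. It is a single array.

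The S4 Dataset lists 2844 of the paper's 2999 genes in its 14 clusters. It places RND3 in cluster T28, in the group that falls at 37 to 48 hours, while the text describes RND3 as up-regulated in this window. Whether RND3 rose was not read here, because the files do not pair the identifiers with names and the identifiers were not looked up.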
